# Exercise suppresses mouse systemic AApoAII amyloidosis through enhancement of the p38 MAPK signaling pathway

**DOI:** 10.1242/dmm.049327

**Published:** 2022-03-21

**Authors:** Xiaoran Cui, Jinko Sawashita, Jian Dai, Chang Liu, Yuichi Igarashi, Masayuki Mori, Hiroki Miyahara, Keiichi Higuchi

**Keywords:** Amyloidosis, Exercise, Mouse model, Heat shock protein beta-1, P38 MAPK signaling pathway, RNA-seq analysis

## Abstract

Exercise interventions are beneficial for reducing the risk of age-related diseases, including amyloidosis, but the underlying molecular links remain unclear. Here, we investigated the protective role of interval exercise training in a mouse model of age-related systemic apolipoprotein A-II amyloidosis (AApoAII) and identified potential mechanisms. Mice subjected to 16 weeks of exercise showed improved whole-body physiologic functions and exhibited substantial inhibition of amyloidosis, particularly in the liver and spleen. Exercise activated the hepatic p38 mitogen-activated protein kinase (p38 MAPK) signaling pathway and the downstream transcription factor tumor suppressor p53. This activation resulted in elevated expression and phosphorylation of heat shock protein beta-1 (HSPB1), a chaperone that defends against protein aggregation. In amyloidosis-induced mice, the hepatic p38 MAPK-related adaptive responses were additively enhanced by exercise. We observed that with exercise, greater amounts of phosphorylated HSPB1 accumulated at amyloid deposition areas, which we suspect inhibits amyloid fibril formation. Collectively, our findings demonstrate the exercise-activated specific chaperone prevention of amyloidosis, and suggest that exercise may amplify intracellular stress-related protective adaptation pathways against age-associated disorders, such as amyloidosis.

## Abstract (precis)

**Summary:** Interval exercise training delays the progression of mouse systemic amyloidosis, with potential exercise-induced mechanisms that activate the anti-amyloid chaperone HSPB1 enhanced by the p38 MAPK signaling pathway.

## INTRODUCTION

Amyloidosis is a group of diseases characterized by misfolded amyloid precursor proteins accumulating and forming amyloid fibrils that have abundant cross-β conformation. The subsequent extracellular deposition can damage various tissues. Amyloidosis can be divided into systemic and localized amyloidosis. In systemic amyloidosis, amyloid deposits in multiple organs, as seen in familial amyloidotic polyneuropathy (ATTRmt) and senile systemic amyloidosis (ATTRwt) in which amyloid fibrils are formed by mutant or wild-type transthyretin, respectively. In localized amyloidosis, amyloid deposits only in the producing organ, as seen in Alzheimer's disease (AD) and prion disease (Benson et al., 2018). At present, the common etiology of various amyloid diseases is unclear but the development of many types of amyloidosis is likely caused by disrupted protein homeostasis associated with aging (Hipp et al., 2019). Recently, therapies specifically toward reducing the levels of precursor proteins have made progress (Coelho et al., 2013; Song and Yoshizaki et al., 2015), but therapies to reduce existing amyloid deposition have been unsuccessful (Cohen and Wechalekar et al., 2020). Effective treatment strategies should be developed both for delaying amyloidosis onset and its progression. To identify effective treatments, it is essential to understand the molecular mechanisms of amyloid deposition and to use appropriate animal models of amyloidosis.

Apolipoprotein A-II (APOA-II, also known as APOA2) is the second most abundant protein in serum high-density lipoproteins (HDLs). In mice, APOA-II can accumulate to form amyloid fibrils [(apolipoprotein A-II amyloidosis (AApoAII)] associated with age. It deposits extracellularly in various organs but not in the brain (Higuchi et al., 1986). Our previous *in vitro* and *in vivo* studies of mouse AApoAII amyloidosis (Higuchi et al., 1997; Sawashita et al., 2009) showed that AApoAII amyloidosis is induced or transmitted by amyloid fibrils, analogously with mouse models of AD and human prion disease. This occurs through a seeding/nucleation-dependent polymerization event (Jarrett and Lansbury et al., 1993; Xing et al., 2001). Using a mouse AApoAII amyloidosis model system, we recently demonstrated that caloric restriction (Li et al., 2017) and daily supplementation with oxidative stress inhibitors (Dai et al., 2019) effectively slow down progression of amyloidosis. Those data support the concept that preventive therapy is useful for reducing the risk of age-related systemic amyloidosis.

Exercise coordinates complex interconnected systems, achieved through stress hormones and vascular regulation, as well as lipid, insulin and glucose metabolism, thereby improving overall health (Hawley et al., 2014). Regular exercise has been shown to decrease all-cause mortality and cardiovascular risk, as well as the risk of age-related pathologies, including cancer, diabetes mellitus and AD (Wen et al., 2011; Dangardt et al., 2013; Valenzuela et al., 2020). Recent meta-analysis has highlighted that aerobic exercise could be a potential strategy to improve cognitive decline in individuals with AD (Lopez-Ortiz et al., 2021). Indeed, higher levels of habitual exercise are related to lower levels of brain amyloid beta (Aβ) burden in AD patients (Brown et al., 2017). A study using a mouse model of AD demonstrated that aerobic wheel running reduces cerebral Aβ deposition and improves spatial memory (Garcia-Mesa et al., 2016). However, the understanding of molecular links between exercise intervention and disease prevention is still lacking.

An interval walking training system (IWT) developed at Shinshu University School of Medicine is effective for increasing physical fitness and decreasing scores for lifestyle-related diseases (Nemoto et al., 2007; Masuki et al., 2019; Masuki et al., 2020). IWT is one such regimen in which the individual engages in alternating fast and slow walking for 3-min intervals that are equivalent to >70% and ∼40% of individual peak aerobic capacity (VO_2peak_), respectively. These repetitions of muscle contraction and relaxation at the required intensity, like traditional resistance exercise, lead to increases in thigh muscle mass and strength, and VO_2peak_ in older humans, suggesting that IWT combines resistance and aerobic training (Nemoto et al., 2007). In this study, we developed an interval training (IT) protocol for mice that mimics the human IWT and used it in a unique mouse model of age-related systemic AApoAII amyloidosis. Our current data show that exercise effectively delays the progression of systemic amyloidosis, especially in the liver and spleen. Further mechanistic analyses suggested that the stress-sensitive p38 mitogen-activated protein kinase (p38 MAPK) signaling pathway upregulated by exercise is further activated by the unfolded protein response with amyloid deposition, leading to elevated expression and phosphorylation of the molecular chaperone HSPB1.

## RESULTS

### IT improves physiological characteristics

To investigate the effects of exercise on physical function and AApoAII amyloidosis, female R1.P1-*Apoa2^c^* mice underwent IT or training volume-matched moderate-intensity continuous exercise training (CT) for 16 weeks (Fig. 1). The body weights of mice among groups were not different across the 16-week training period (Fig. S1, Fig. S2A). After training, the weight of white adipose tissue in IT groups tended to be reduced compared to sedentary mice, but serum lipid profiles (triglyceride, total cholesterol and HDL cholesterol) were not different among groups (Fig. S2B,C). Blood pressure increased with age in sedentary mice but it improved after training (Fig. S2D). Intraperitoneal glucose tolerance tests (IGTTs) and the areas under the curve (AUC) showed that in vehicle groups, age-related deterioration of glucose tolerance was observed for sedentary mice (VS), but both IT exercise (VI) and CT exercise (VC) prevented this deterioration (Fig. S2E; Fig. 2A). Additionally, the AUC in amyloidosis-induced groups regardless of exercises was lower compared with vehicle groups in the post-check (Fig. S2E; Fig. 2A). The 15-h fasting temperature decreased with age in amyloidosis-induced sedentary mice (FS) but exercises rescued this decline and reduced the difference between feeding and fasting temperatures in amyloidosis-induced IT mice (FI) and amyloidosis-induced CT mice (FC), indicating that exercise better maintained constant temperature after fasting (Fig. 2B). Maximal running speed (V_max_) and 24-h voluntary activities tended to increase in exercised groups, particularly in amyloidosis-induced IT mice (FI; Fig. 2C,D). Of note, both IT and CT mice exhibited higher quadriceps muscle mass relative to sedentary mice after training (Fig. 2E).

**Fig. 1.**
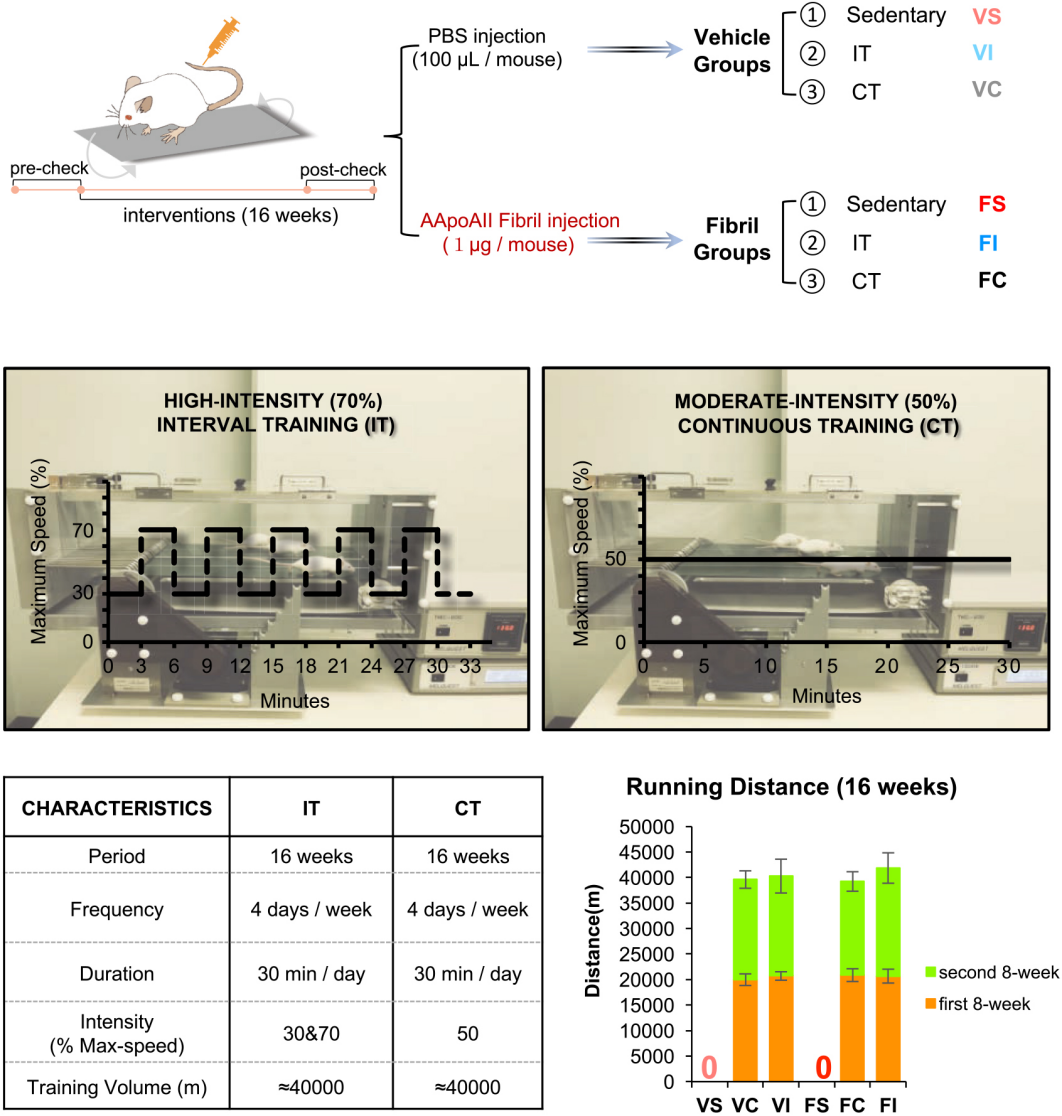
**Experimental Design.** The detailed experimental design is described in the Materials and Methods. Eight-week-old female R1.P1-*Apoa2^c^* mice were randomly divided into six groups. Three groups, VS (sedentary), VI (high-intensity interval exercise, IT) and VC (moderate-intensity continuous exercise, CT) had no amyloidosis induction and were injected with saline vehicle. The other three groups, FS (sedentary), FI (IT) and FC (CT) had amyloidosis induction by injection of AApoAII fibril via tail veins. Amyloidosis was induced at the same time that the exercise protocols were initiated. Before these interventions, all mice were first acclimated to the treadmill. Then, the maximal running speed (V_max_) test was performed, and various physiological indices were measured (pre-check). Subsequently, each mouse was subjected to 16 weeks of either (1) IT (repeated cycles of 3 min at 70% V_max_ and 3 min at 30% V_max_ for 30 min per day, 4 days/week) or (2) CT (30 min at 50% V_max_ per day, 4 days/week) on a treadmill. Except for the exercise type and intensity, the period, frequency, duration and training volume were the same between IT and CT. Bars show the running distance after 16 weeks of exercise; error bars represent the mean±s.d. Two weeks before the end of these interventions (post-check), the V_max_ test and physiological indices were measured again. The serum samples and organs of mice were collected within 24 h following training.

**Fig. 2.**
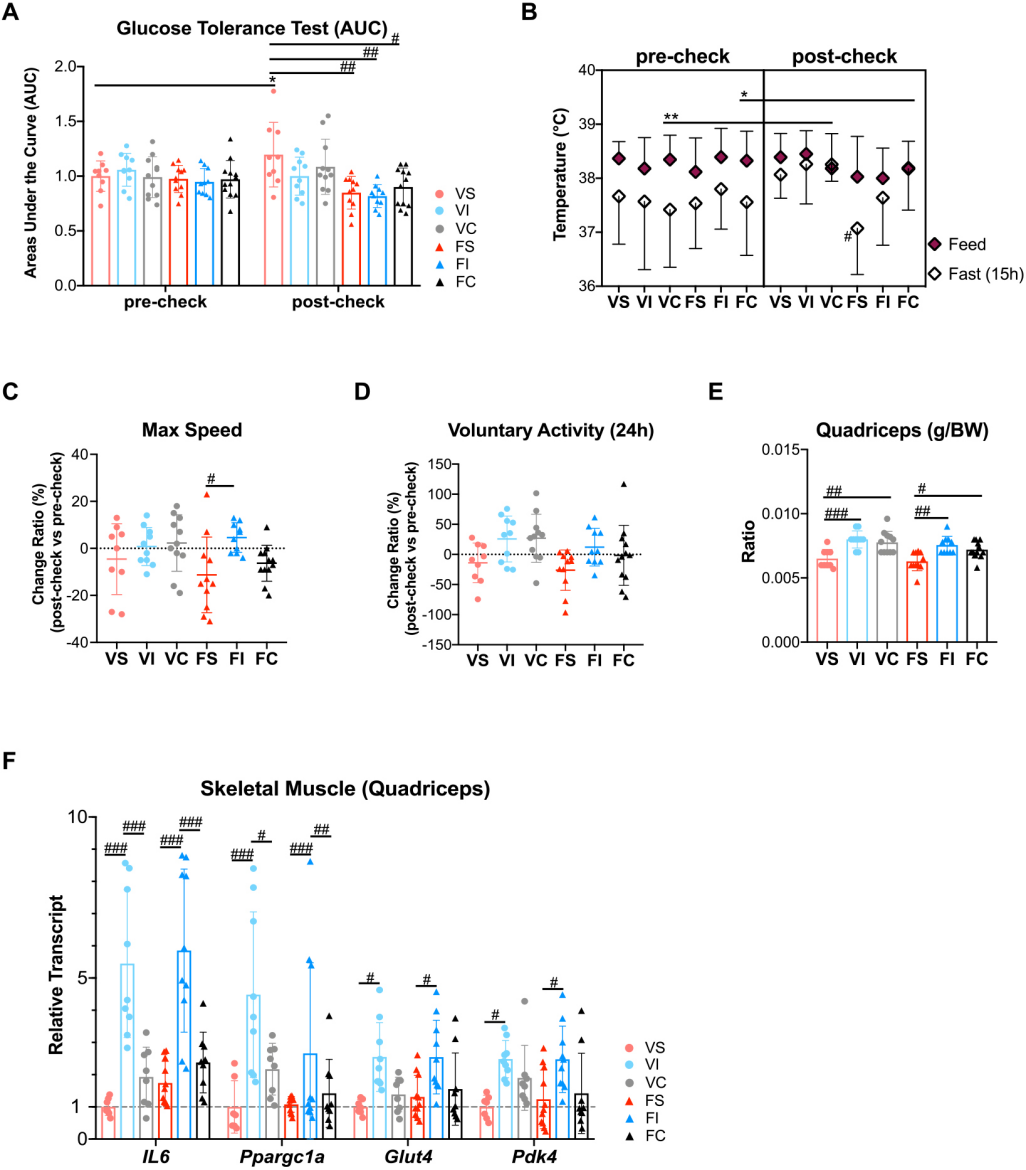
**Comparative analysis of the physiological benefits of exercise training.** (A) Exercise improved age-related glucose intolerance. An IGTT was performed in the pre-check and post-check, and AUC were calculated. (B) Exercise maintained constant body temperature after a 15-h fast, especially in the amyloidosis-induced groups. The feeding and 15-h fasting body temperatures are shown. (C,D) The change ratios of maximal running speed (C) and 24-h voluntary activity (D) tended to be elevated after training. (E) The two types of exercise increased the ratio of quadriceps weight to body weight after training. (F) IT had a persistent effect on the mRNA levels of muscle genes. Real-time qPCR was used to assess the mRNA expression of genes related to energy metabolism in quadriceps from mice after training. Data were normalized to 18S. Each dot represents an individual mouse (A,C-F) (VS, *n=*9; VI, *n*=10; VC, *n*=11; FS, *n=*11; FI, *n*=10; FC, *n=*12). Data are mean±s.d. *P<0.05, **P<0.01 versus respective pre-check (Repeated-measures ANOVA). ^#^*P*<0.05, ^##^*P*<0.01; ^###^*P*<0.001 (one-way ANOVA with Tukey–Kramer test for comparison between groups).

Muscle is the organ most directly affected by exercise. Thus, we determined the molecular responses. Interleukin-6 (IL6) is a myokine involved in muscle-liver and muscle-systemic crosstalk, and it has a role in glucose uptake in muscle cells (Pedersen and Febbraio et al., 2012). *Il6* mRNA levels in quadriceps were dramatically upregulated more than 5-fold by IT compared to sedentary mice, regardless of influence by AApoAII amyloidosis, whereas *IL6* mRNA levels in the CT groups were elevated ∼2-fold (Fig. 2F). Quadriceps from the IT mice had higher mRNA levels of the mitochondria regulator gene peroxisome-proliferator-activated receptor γ coactivator 1α (*Ppargc1a*), the glucose uptake regulating gene glucose transporter 4 (*Glut4*, also known as *Slc2a4*) and the fatty acid oxidation biomarker gene pyruvate dehydrogenase kinase 4 (*Pdk4*) (Fig. 2F). Together, these results indicate a healthier physiological profile in exercised mice compared with sedentary mice.

### IT and CT suppress AApoAII amyloid deposition

To further investigate the effects of exercise on AApoAII amyloidosis, mouse organs were obtained within 24 h of completing the 16-week training. AApoAII amyloid deposition was analyzed by apple-green birefringence in Congo Red-stained tissue sections and immunohistochemical staining (IHC) with anti-APOA-II antiserum. Vehicle groups without amyloidosis induction showed no amyloid deposition (data not shown). The amyloid index, a semi-quantitative parameter for evaluating the degree of systemic AApoAII deposition, was significantly lower in both FI and FC groups compared with the FS group (Fig. 3A). Livers and spleens from mice in the amyloidosis-induced groups that underwent IT and CT showed significant and similar alleviations of AApoAII amyloid deposition (Fig. 3B,C). To quantify amyloid deposition in the liver and spleen, the ratios of areas positively stained with anti-APOA-II antiserum to the whole section area were calculated. This quantification confirmed that AApoAII amyloid deposition was indeed dramatically suppressed in the liver and spleen following both exercise regimens (Fig. 3D). Additionally, amyloid deposition in the other examined organs tended to decrease in exercised mice, particularly in the FI group, but this difference did not attain significance (Fig. S3). These results suggest that both exercise regimens induce organ-dependent suppression of amyloidosis.

**Fig. 3.**
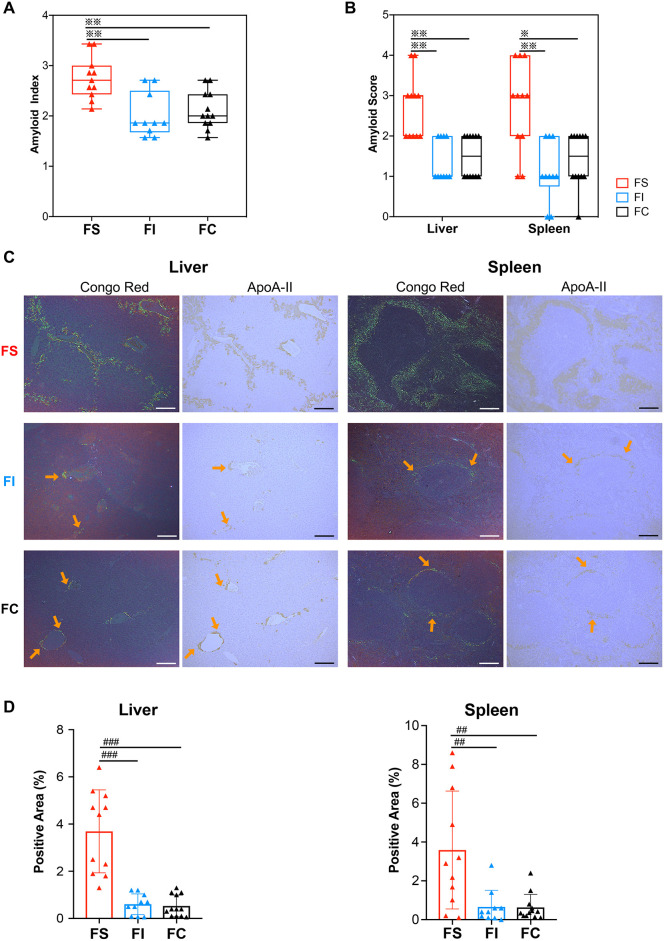
**IT and CT suppress AApoAII amyloid deposition in the liver and spleen.** (A) Amyloid index of amyloidosis-induced groups. (B) Amyloid scores in the liver and spleen from mice in amyloidosis-induced groups. (C) Representative light microscope and IHC images of AApoAII deposition in the livers and spleens from mice in amyloidosis-induced groups. Amyloid deposits (indicated by orange arrows) were identified by apple-green birefringence of Congo Red-stained tissue sections under a polarized light microscope (left panels). AApoAII deposition was confirmed as a brown color seen with IHC with anti-APOA-II antiserum (right panels). Scale bars: 100 μm. (D) Quantification of positive areas of amyloid deposition in the livers and spleens seen with IHC with anti-APOA-II antiserum. Each dot represents an individual mouse (A,B,D) (FS, *n=*11; FI, *n*=10; FC, *n=*12). Box and whisker plots in A and B represent, respectively, the amyloid index (i.e. the average amyloid scores for the seven organs examined) and the amyloid score (i.e. the degree of amyloid deposition in liver and spleen). The boxes represent the 25th, median (black line), mean (cross) and 75th percentiles of the data; the whiskers represent the lowest (or highest) data within 1.5 interquartile range from the 25th (or 75th) percentile range. ^※^*P<*0.05, ^※※^*P*<0.01, versus FS (Kruskal–Wallis test with the Steel–Dwass test). Positive areas of AApoAII amyloid are shown as mean±s.d. (D). ^##^*P*<0.01; ^###^*P*<0.001 (one-way ANOVA with the Tukey–Kramer test for comparison between groups).

The level of amyloid precursor protein is an important risk factor that has a positive correlation with the amyloid deposition in almost all amyloidoses (Coelho et al., 2013; Song and Yoshizaki et al., 2015; Wechalekar et al., 2016). Apolipoprotein A-I (APOA-I) and precursor protein APOA-II are mainly found in serum HDL, and account for ∼75% and ∼20%, respectively, of apolipoproteins in HDL. Exercises did not affect either the serum levels of APOA-II in vehicle groups or the APOA-II mRNA levels in liver (Fig. S4). We observed lower APOA-II serum levels and higher APOA-I serum levels, as well as lower APOA-II/APOA-I ratios in the amyloidosis-induced groups (Fig. S4), indicating that serum APOA-II deposited into AApoAII amyloid fibrils.

### Transcriptome analysis reveals a significant increase of p38 MAPK and Hspb1 in response to IT and amyloidosis

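Liver RNA was sequenced from 4 groups of female mice, named VS (vehicle, sedentary), VI (vehicle, IT), FS (fibril, sedentary) and FI (fibril, IT). Mice of the FS and FI groups had been injected with 1 μg AApoAII fibrils, and livers of all groups were taken at 26 weeks of age, within 24 h of the end of 16 weeks of training. The paper gives the strain as R1.P1-Apoa2c, which carries the amyloidogenic Apoa2c allele on a SAMR1 background, whereas the sample labels give AKR/J with an Apoa2c congenic genotype. Liver tissue of 4 mice was pooled in each group before RNA extraction, so the 16 mice gave 4 libraries, 1 per group, and no value from them has a replicate error. The authors deposited the number of reads counted on each of 35275 genes, without normalization, and FPKM values made from these counts, the length of each gene and the total count of the library. The aligner and the genome build are not given in the sources used here. Of the Ensembl gene identifiers, 34490 are found in GENCODE M21 on GRCm38, 24932 of them with the same start and end, and coordinates are those listed with the counts. Total counts were 23442935 in VS, 24524287 in VI, 28814802 in FS and 24801185 in FI. A gene with a count of 0 is compatible with up to 3 counts, which is 0.127 CPM (counts scaled to a library of 1e+06) in VS, 0.123 in VI, 0.102 in FS and 0.124 in FI. Albumin (Alb) took between 12.1% and 13.6% of the counts, the 10 most abundant genes together between 23.3% and 24.6%, and mitochondrial genes between 2.99% and 3.32%. Counts were scaled by the TMM method of edgeR, with factors between 0.9754 in FI and 1.02 in FS, and expressed as CPM. Between 11548 genes in VI and 11666 genes in FS reached 1 CPM. The Y-linked genes Ddx3y, Kdm5d and Eif2s3y had no count in any library, Uty had 1 count in VS, and Xist had between 9106 and 14300 counts per library. Log2 ratios between a pair of libraries were computed from CPM after adding a prior of 0.5 counts, and their 95% intervals come from the exact conditional binomial (Clopper-Pearson) method. Reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only, and differences between mice or between pools are not covered.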

To identify the potential signaling pathways or effector molecules for IT-mediated prevention of amyloidosis, we performed RNA-seq analysis to investigate transcriptome changes in response to IT and amyloidosis in the liver. 

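A comparison of a pair of pooled libraries has no test across mice, so genes were counted by the size of their change, among the 12180 genes with at least 1 CPM in at least 1 library. Between VI and VS, 419 genes differed by more than 2-fold, 188 of them higher and 231 lower in VI. Between FI and FS, 519 genes did so, 210 higher and 309 lower in FI. In 20 simulations of libraries without any change, counting error alone gave means of 25.2 such genes in VI versus VS and 17.2 in FI versus FS. With a biological coefficient of variation (BCV) of 0.115 added, the common value of the additive model described below, the means were 63.8 and 52.1. No simulation used the larger common BCV of 0.159, which edgeR estimates when the 4 libraries are taken as one group. The number depended on the filter on low counts: among all genes with at least 1 count in the pair, 4035 and 4044 genes differed by more than 2-fold. A model with both factors leaves a residual degree of freedom only if its terms for amyloidosis and for exercise are additive, and this model was fitted by edgeR's quasi-likelihood method to the 11760 genes with at least 1 CPM in at least 2 libraries. Its 1 residual degree of freedom is the interaction of both terms, so a gene that responds to IT differently in vehicle and fibril livers gets a large error. In this model, 174 genes changed with IT at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 90 higher and 84 lower, and 1726 genes had an unadjusted p below 0.05.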

Analysis of differentially expressed genes (DEGs; >2-fold change and corrected *P*<0.05) showed that IT induced 247 DEGs in vehicle groups (VI versus VS) and 370 DEGs in fibril groups (FI versus FS) (Fig. 4A; Table S2). 

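Both IT contrasts, which share no library, had 141 genes beyond 2-fold in common. The direction was the same for 118 of these genes, 46 higher and 72 lower with IT, and opposite for 23, of which 11 were higher in VI than in VS and lower in FI than in FS and 12 the reverse. Independent sets of these sizes would share 9.10 genes with the same direction and 8.75 with opposite directions. In the simulations of unchanged libraries with a BCV of 0.115, the means were 1.35 (between 0 and 3) and 2.20 (between 0 and 5). Across genes, which are not independent replicates, the log2 ratios of both contrasts had a Pearson's r of 0.333 and a Spearman's rho of 0.285. With no filter on low counts, 880 genes shared a direction and 683 had opposite directions. A fixed rule named the 5 genes with the largest shared rise and the 5 with the largest shared fall among those with at least 5 CPM in 1 library. Etnppl (ENSMUSG00000019232, chromosome 3, 130617448 to 130635750) had 29.8 CPM in VS, 136 in VI, 35.7 in FS and 140 in FI. Its log2 ratio was 2.19 (2.07 to 2.31) in VI versus VS and 1.97 (1.87 to 2.07) in FI versus FS, and its change with IT in the additive model was 2.08 (SE 0.12, adjusted p = 0.00045, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both IT libraries. The clock gene Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314122) rose from 1.44 to 6.65 CPM in vehicle livers and from 1.12 to 4.71 CPM in fibril livers, log2 ratios of 2.19 (1.67 to 2.79) and 2.06 (1.51 to 2.68). The log2 ratios of Adra2a (ENSMUSG00000033717, chromosome 19, 54045182 to 54048982) were 2.87 (2.13 to 3.79) and 4.17 (3.33 to 5.34), and those of the pseudogene Serpina4-ps1 (ENSMUSG00000092075, chromosome 12, 104080649 to 104086724) were 4.40 (3.34 to 5.97) and 3.72 (3.01 to 4.64). Dmbt1 (ENSMUSG00000047517, chromosome 7, 131032076 to 131121626) had 22 counts in VS, 376 in VI, 2 in FS and 81 in FI, log2 ratios of 4.02 (3.43 to 4.74) and 5.27 (3.73 to 8.70). Among the genes that fell, the sulfotransferase gene Sult2a1 (ENSMUSG00000078798, chromosome 7, 13796246 to 13837409) went from 322 to 38.4 CPM in vehicle livers and from 196 to 20.3 CPM in fibril livers, log2 ratios of −3.07 (−3.17 to −2.97) and −3.27 (−3.40 to −3.13). Its family member Sult2a3 (ENSMUSG00000074375, chromosome 7, 14067452 to 14123044) had ratios of −3.70 (−4.14 to −3.31) and −6.25 (−8.75 to −4.90), the second with 3 counts in FI, and the pseudogene Mup-ps4 (ENSMUSG00000078685, chromosome 4, 60437362 to 60440064) had −2.19 (−2.77 to −1.66) and −3.02 (−4.12 to −2.18). Reads of the Sult2a and Mup families can be split between near-identical copies, so the values of single members are uncertain. The other 2 genes that fell, Acta1 (ENSMUSG00000031972, chromosome 8, 123891767 to 123894736) and Myh4 (ENSMUSG00000057003, chromosome 11, 67238029 to 67260446), are skeletal muscle genes with 455 and 158 counts in VS, 64 and 1 in VI, 7 and 5 in FS, and none in FI.

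**Figure D1:**
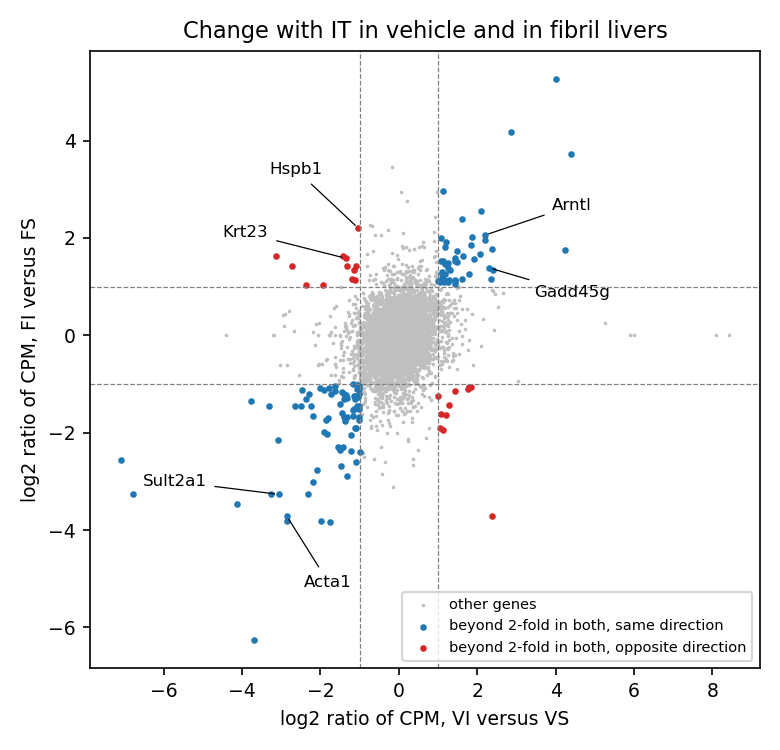
Log2 ratio of CPM in VI versus VS (horizontal axis) and in FI versus FS (vertical axis), 1 point per gene with at least 1 CPM in at least 1 library. Dashed lines mark 2-fold changes; of the 141 genes beyond them in both contrasts, 118 moved in the same direction and 23, with Hspb1 and Krt23 among them, in opposite directions.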

The overlapping 76 DEGs between the vehicle groups and fibril groups showed common profiles in response to IT regardless of amyloidosis (Fig. 4B; Table S2). 

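KEGG gene sets were not used here. In their place, gene lists written down in advance were set against 10000 random lists of the same size and mean expression, which describes these libraries and is not a test across mice. The 22 genes of cholesterol synthesis had a median log2 ratio of −0.64 in VI versus VS, where 95% of random lists lay in the range −0.12 to 0.13, and of −1.15 in FI versus FS, where the range was −0.12 to 0.13. Of these genes 20 were lower in VI than in VS and all 22 were lower in FI than in FS. Idi1 (ENSMUSG00000058258, chromosome 13, 8885501 to 8892451) fell from 9.61 to 3.28 CPM in vehicle livers and from 11.8 to 2.40 CPM in fibril livers. Among 812 Reactome sets with 10 to 300 expressed genes, which were added after the lists had been examined and ranked by their median, cholesterol biosynthesis came at rank 3 from the bottom in VI versus VS and at rank 1 in FI versus FS. The 10 listed genes that peak with Dbp and the Per genes in the circadian cycle, in the phase opposite to Arntl, had medians of −0.68 in VI versus VS and −0.178 in FI versus FS, against ranges of −0.17 to 0.20 and −0.177 to 0.194, so the second lay at the edge of its range. With genes below 5 CPM left out, that second median was −0.07, and Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710155) and Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) had log2 ratios of −1.66 and −2.77. The mean of that list in place of its median was −0.64 in FI versus FS.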

Enrichment analysis of the 76 genes based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database identified several pathways, including MAPK and p53 signaling pathways that significantly responded to IT. The highest number of DEGs was implicated in the MAPK signaling pathway (Fig. 4C). 

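A list of 18 genes of the p38 MAPK cascade, 17 of them expressed, was fixed in advance. It holds the kinases (Mapk11 to Mapk14, Map2k3, Map2k6, Map3k5, Map3k7), Mapkapk2 and Mapkapk3, and other genes linked to the cascade, such as Hspb1, Gadd45g and Dusp1. Its median log2 ratio was 0.17 in VI versus VS and 0.10 in FI versus FS, the first at the upper edge of the range of 95% of random lists (−0.16 to 0.17) and the second inside it (−0.18 to 0.16). With genes below 5 CPM left out, the FI versus FS median was 0.38. Single members moved in both directions, Gadd45a with log2 ratios of −1.33 (−1.86 to −0.83) in VI versus VS and −1.68 (−2.25 to −1.16) in FI versus FS, Dusp1 with 0.47 (0.32 to 0.63) and 1.07 (0.97 to 1.17). Mapk14 itself (ENSMUSG00000053436, chromosome 17, 28691342 to 28748404), which encodes p38α, had 81.9 CPM in VS, 88.4 in VI, 63.7 in FS and 77.8 in FI, log2 ratios of 0.11 (0.02 to 0.20) and 0.29 (0.20 to 0.38) with IT. These are transcript levels, and phosphorylation of the kinases is not measured by them.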

Among the genes involved in this signaling pathway, p38 MAPK axis-related gene heat shock protein beta-1 (*Hspb1*) was significantly upregulated over 4.5-fold in response to IT in amyloidosis-induced mice (Fig. 4D). 

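Hspb1 (ENSMUSG00000004951) lies on chromosome 5 from 135887919 to 135889563 and encodes heat shock protein beta-1. Its counts were 324 in VS, 163 in VI, 142 in FS and 536 in FI. After normalization these correspond to 13.7 CPM (95% interval 12.3 to 15.3) in VS, 6.69 CPM (5.70 to 7.80) in VI, 4.81 CPM (4.05 to 5.67) in FS and 22.2 CPM (20.3 to 24.1) in FI, by the exact Poisson method. Between FI and FS the gene was 4.59-fold higher, a log2 ratio of 2.20 (1.93 to 2.48). Between VI and VS the log2 ratio was −1.03 (−1.32 to −0.76), so the gene was lower in the exercised vehicle library. FS was lower than VS by a log2 ratio of −1.51 (−1.81 to −1.22), and FI was higher than VI by 1.72 (1.47 to 1.99) and higher than VS by 0.69 (0.49 to 0.89). The log2 ratio with IT in fibril livers exceeded that in vehicle livers by 3.23, with an interval of 2.87 to 3.63. Both single changes were falls, so on the linear scale they add up with VS to −2.22 CPM, a level no gene can have. FI exceeded this sum by 24.4 CPM (21.6 to 27.2), and the size of that excess has no direct meaning. In the additive model, the change of Hspb1 with IT was 0.60 (SE 1.12, adjusted p = 0.87, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 1 and lower in 1 of the 2 IT libraries, with amyloidosis 0.15 (SE 1.12, adjusted p = 0.96 from the same test). The VS library, which is the reference in the vehicle comparison, also held most skeletal muscle transcripts, with a sum of 79.95 CPM over 13 muscle genes against 10.4 CPM in VI, 1.02 CPM in FS and 0.827 CPM in FI. The paper reports the rise of Hspb1 in FI versus FS among genes of the MAPK pathway and concentrates on it for the published role of its product, a small chaperone that binds misfolded polypeptides and reduces abnormal aggregation, and it proposes that p38 MAPK activated by IT raises Hspb1.

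**Figure D2:**
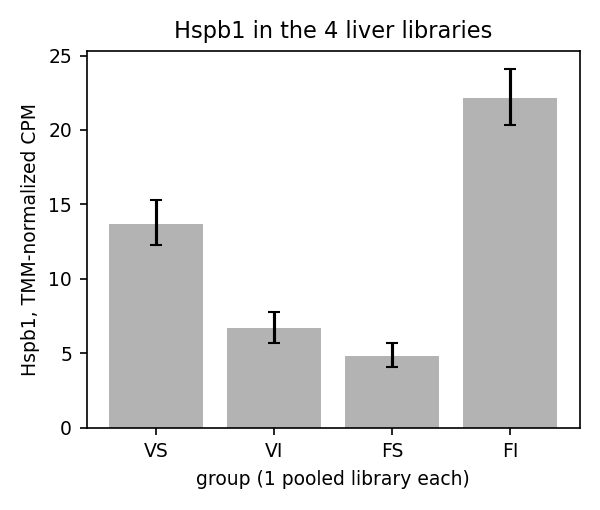
Hspb1 in TMM-normalized CPM (vertical axis) in the VS, VI, FS and FI libraries, each a pool of 4 livers. Bars start at 0 and error bars are 95% intervals for counting error; FI stands at 22.2 CPM and FS at 4.81 CPM.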

Consistent with this finding, the mRNA levels of *Hspb1* were upregulated ∼2-fold either in response to IT (VI) or amyloid deposition (FS), and were additively enhanced by IT in the presence of amyloidosis (FI) compared with the VS group (Fig. 4E). Here, we concentrated on *Hspb1* because it encodes for a small heat shock protein that functions as a molecular chaperone binding to misfolded polypeptides to reduce abnormal protein aggregation (Benarroch, 2011). An earlier study suggested that it has a neuroprotective effect in AD and Parkinson's disease (Muchowski and Wacker et al., 2005).

**Fig. 4.**
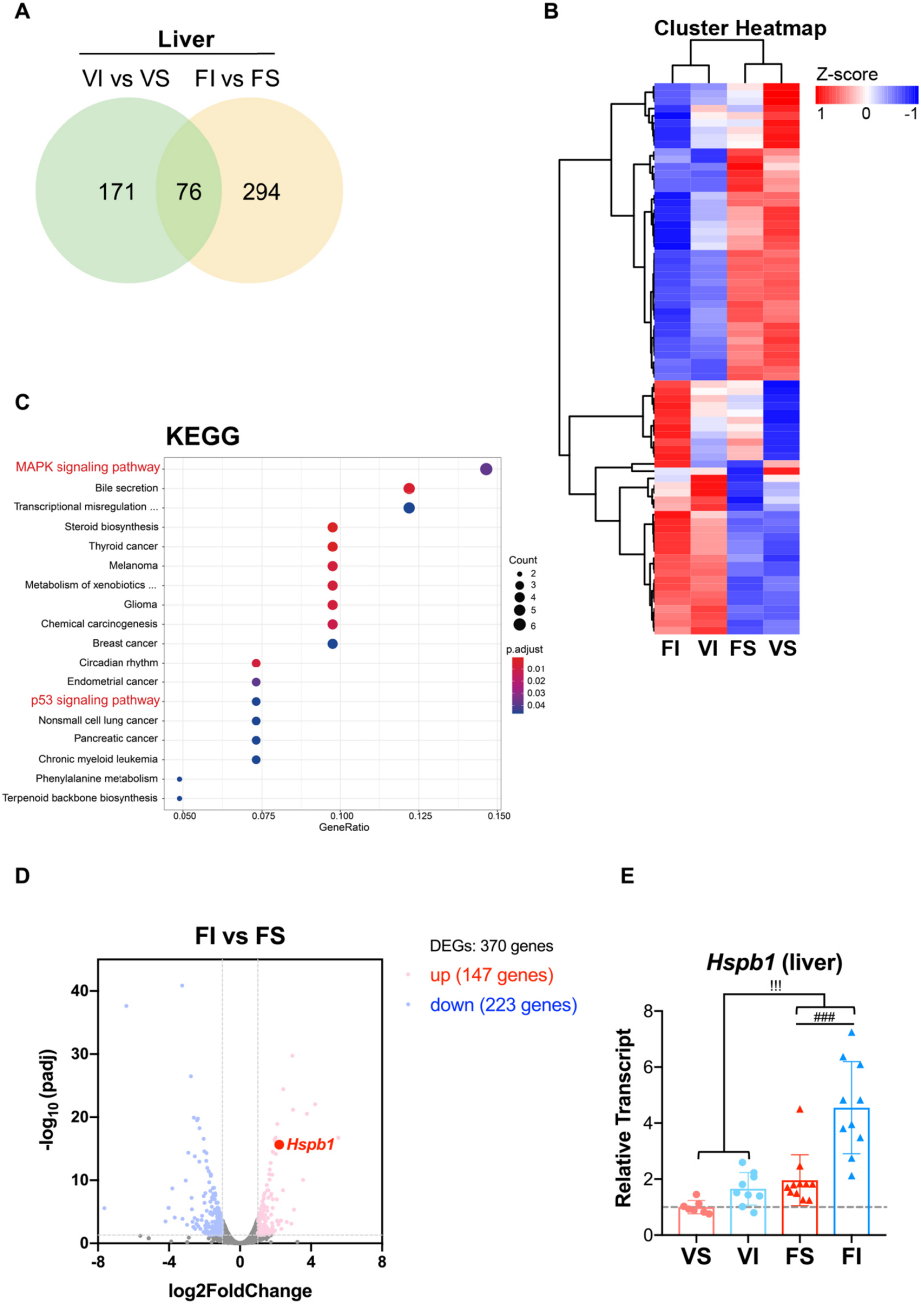
**Transcriptome characteristics of amyloidosis-alleviated livers in IT mice.** (A) Venn diagram showing DEGs in the vehicle and fibril groups. Genes displayed significant differential expression based on a log_2_-fold change >1 and corrected *P*<0.05. (B) Heatmap of cluster analysis of the overlap of 76 DEGs showing that they were only associated within the response to IT. (C) For analysis of IT-mediated alleviation of amyloidosis, the most significantly enriched KEGG pathways of the overlap of 76 DEGs are shown. The greatest number of DEGs was implicated in the MAPK signaling pathway. (D) Volcano plot diagram showing upregulated and downregulated DEGs in FI versus FS. P38 MAPK pathway-related gene *Hspb1* as a chaperonin was significantly upregulated by IT (log_2_-fold change >2.2 and corrected *P*<0.000). (E) Real-time qPCR of *Hspb1* mRNA normalized to 18S in the liver of mice after 16-week interventions. Each dot represents an individual mouse (VS, *n=*7; VI, *n*=9; FS, *n=*11; FI, *n*=10). Data are mean±sd. ^###^*P*<0.001 (one-way ANOVA with Tukey–Kramer method for comparison between groups). ^!!!^*P*<0.001 (two-way ANOVA for comparison of the magnitude of changes between different groups in mice with or without amyloidosis induction).

### IT-dependent increase in p-HSPB1 might play a protective role against AApoAII amyloidosis

We next inquired whether IT contributed to elevated phosphorylation of HSPB1 (p-HSPB1), as it is known that the p38 MAPK signaling cascade phosphorylates HSPB1 under conditions of stress (Zarubin and Han et al., 2005). Recent studies have demonstrated that stress-induced phosphorylation of HSPB1 enhances its chaperone activity against amyloid fibril formation *in vitro* (Jovcevski et al., 2015; Liu et al., 2020). Western blot analysis showed significantly higher phosphorylated p38 MAPK and total HSPB1 protein levels in the IT groups (Fig. 5A). Notably, levels of both phosphorylated p38 MAPK and total HSPB1 were additively enhanced in amyloidosis-induced IT mice (FI) compared to the VS group (Fig. 5A). Thus, the levels of total HSPB1 protein were coordinately upregulated with the change in phosphorylated p38 MAPK (Fig. 5A). In contrast, higher phosphorylation of HSPB1 only occurred with IT.

**Fig. 5.**
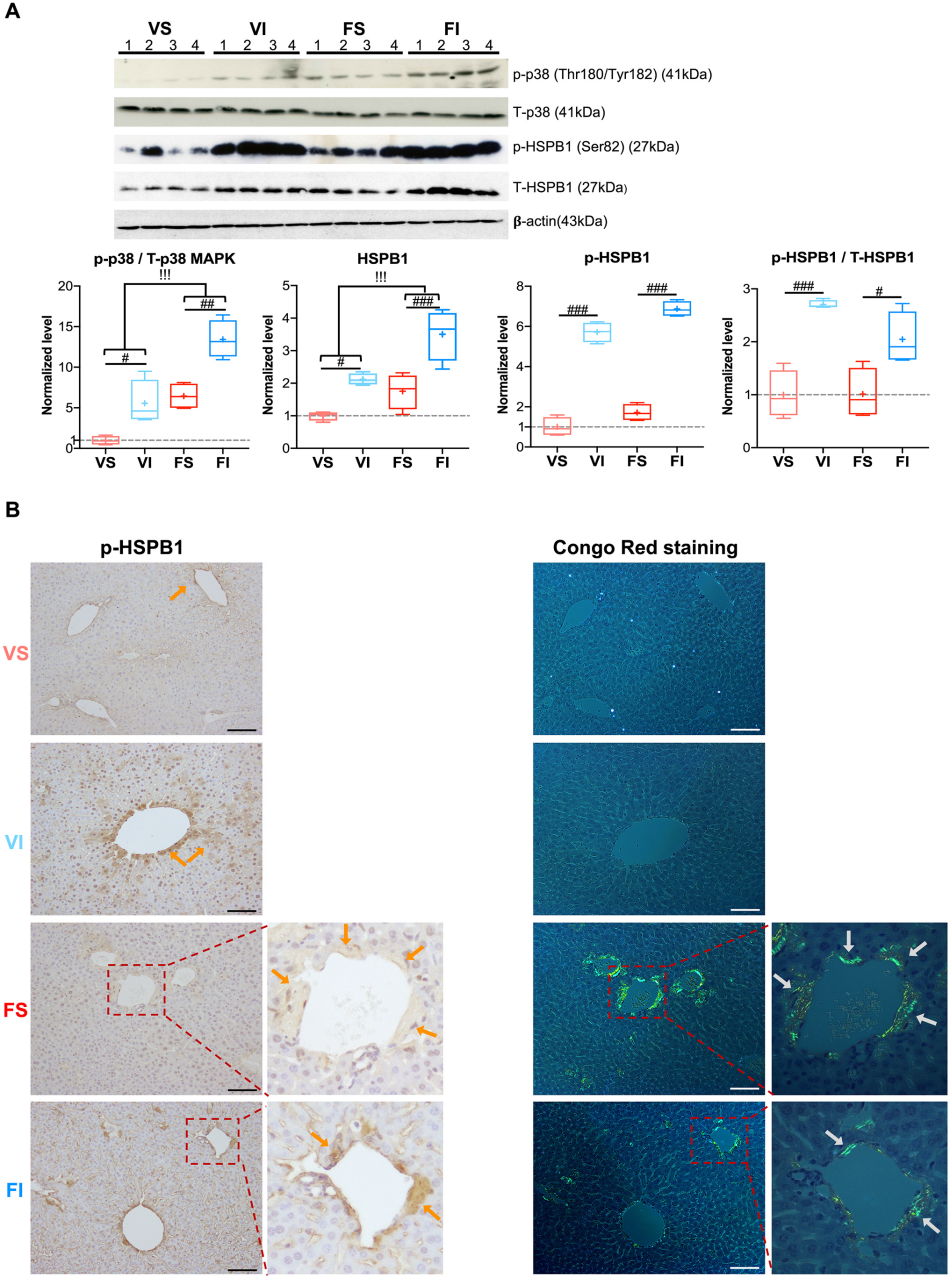
**IT-dependent induced p-HSPB1 might play a protective role against AApoAII amyloidosis.** (A) Western blot analysis and quantification of phosphorylated p38 MAPK (Thr180/Tyr182), total p38 MAPK, p-HSPB1 (Ser82) and total HSPB1 protein in the livers of mice after 16-week interventions. Box and whisker plots show fold changes relative to the VS group. The boxes represent the 25th, median (black line), mean (cross) and 75th percentiles of the data; the whiskers represent the lowest (or highest) data within 1.5 interquartile range from the 25th (or 75th) percentile range. (B) Representative images of IHC for p-HSPB1 and Congo Red birefringence of amyloid deposition in the livers of mice after 16-week interventions. p-HSPB1 and amyloid deposition are indicated by orange and gray arrows, respectively. Scale bars: 50 μm. Data are mean±s.d. (VS, *n*=7; VI, *n*=8; FS, *n*=8; FI, *n*=8). ^#^*P*<0.05, ^##^*P*<0.01, ^###^*P<*0.001 (one-way ANOVA with Tukey–Kramer method for comparison between groups). ^!!!^*P*<0.001 (two-way ANOVA for comparison of the magnitude of changes between different groups in mice with or without amyloidosis induction).

We observed accumulation of p-HSPB1 in amyloid deposition areas using IHC with p-HSPB1 antibody and Congo Red staining of paraffin-embedded liver sections (Fig. 5B). IT induced greater amounts of p-HSPB1, indicated by a brown stain that reacted with antibody against p-HSPB1 in hepatocytes cytoplasm and at amyloid deposition sites (Fig. 5B). This observation was in line with the western blot analysis. Colocalization of p-HSPB1 and extracellular AApoAII amyloid deposition may suggest an interaction between p-HSPB1 and extracellular AApoAII amyloid deposition.

We subsequently investigated whether Hspb1 played a protective role against amyloid deposition in the spleen (Fig. 3B) and lungs (Fig. S5A), where IT reduced (spleen) or did not reduce (lungs) amyloid deposition. Real-time qPCR of *Hspb1* mRNA expression and western blot analysis of total and phosphorylated HSPB1 levels in the spleen showed similar results as that for the liver (Fig. S5B). Similarly, we observed large amounts of p-HSPB1 accumulated at amyloid deposition sites in the FI group in the spleen (Fig. S5C). On the other hand, mRNA expression and total protein levels of HSBP1 remained unchanged by either IT or amyloid deposition in the lungs (Fig. S5D). Therefore, we consider the induction of p-HSPB1 to be one possible mechanism for IT-mediated prevention of AApoAII amyloidosis.

### The p53 signaling pathway upregulates Hspb1 levels in mice with IT

The tumor suppressor protein p53 is a well-defined downstream transcription factor of p38 MAPK under stress conditions, such as physical exercise (Hoene and Weigert et al., 2010; Bartlett et al., 2014). Western blot analysis of liver lysates from vehicle and fibril groups showed that p53 protein (TP53) levels were elevated by IT relative to sedentary mice (Fig. 6A). Mice with amyloidosis also exhibited higher TP53 levels compared with vehicle groups. Importantly, IT and amyloid deposition (FI) additively enhanced TP53 levels (Fig. 6A), data consistent with the change of phosphorylated p38 MAPK and total HSPB1 protein levels (Fig. 5A). Immunofluorescence analysis of TP53 revealed that IT significantly enhanced intranuclear signal intensities both in vehicle and fibril groups (Fig. 6B). Intranuclear fluorescence signals for TP53 were also observed in the FS group compared with the VS group (Fig. 6B). Growth arrest and DNA-damage-inducible 45 gamma (*Gadd45g*) and cyclin-dependent kinase inhibitor 1A (*Cdkn1a*) are IT-induced DEGs involved in the p53 signaling pathway and transcriptionally regulated by p53 (Levine, 2020). Both of their mRNA levels were significantly upregulated either by IT (VI) or amyloid deposition (FS), and were additively enhanced by IT in the presence of amyloidosis (FI) compared with the VS group (Fig. S6A). 

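In the pooled liver libraries, Gadd45g (ENSMUSG00000021453, chromosome 13, 51846678 to 51848468) had 6.65 CPM in VS, 32.8 in VI, 60.7 in FS and 159 in FI. Its log2 ratio was 2.30 (2.06 to 2.56) in VI versus VS, 1.39 (1.30 to 1.47) in FI versus FS, 3.19 (2.95 to 3.44) in FS versus VS and 2.27 (2.16 to 2.38) in FI versus VI. Both changes added on the linear scale would give 86.9 CPM in FI. In the additive model its change with IT was 1.78 (SE 0.21, adjusted p = 0.018) and with amyloidosis 2.68 (SE 0.22, adjusted p = 0.0031; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both libraries of each pair. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722) had 5.63 CPM in VS, 35.4 in VI, 30.8 in FS and 56.1 in FI, where the sum of both changes would give 60.5 CPM. The log2 ratios of Cdkn1a were 2.65 (2.39 to 2.93) in VI versus VS and 0.87 (0.74 to 0.99) in FI versus FS, and 2.44 (2.19 to 2.72) and 0.66 (0.54 to 0.79) with amyloidosis. Its change with IT in the additive model was 1.65 (SE 0.53, adjusted p = 0.35) and with amyloidosis 1.44 (SE 0.53, adjusted p = 0.29; same test), and limma-voom in the same design put both below an adjusted p of 0.05. Against VS, FI was higher by a log2 ratio of 4.57 for Gadd45g and 3.31 for Cdkn1a.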

PGC-1α, which is an exercise-related downstream substrate of p38 MAPK (Hawley et al., 2014), was upregulated in response to IT but not by amyloid deposition (Fig. S6B).

**Fig. 6.**
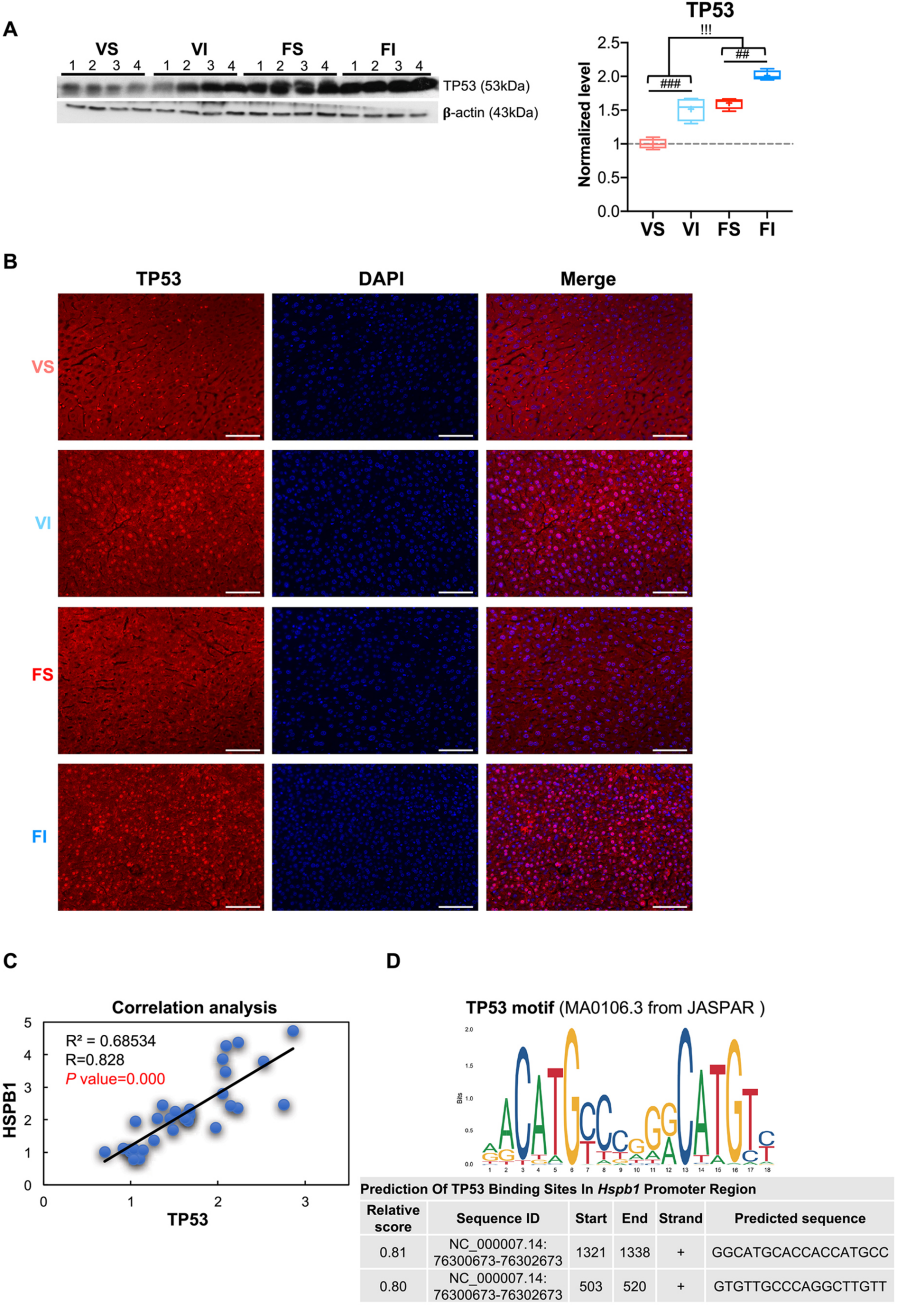
**p53 signaling pathway upregulated Hspb1 levels in mice with IT.** (A) Western blot analysis and quantification of TP53 protein in the livers of mice after 16-week interventions. Box and whisker plots show fold changes relative to the VS group. The boxes represent the 25th, median (black line), mean (cross) and 75th percentiles of the data; the whiskers represent the lowest (or highest) data within 1.5 interquartile range from the 25th (or 75th) percentile range. (B) Immunofluorescence determination of TP53 in the liver after 16-week interventions. Scale bars: 50 μm. (C) Two-tailed Pearson's correlation analysis between TP53 and HSPB1 proteins in the livers of mice after 16-week interventions (31 female mice). (D) Predictive analyses coupled with database-deposited data (JASPAR open-access database) suggested that TP53 binds the promoter of the *Hspb1* gene. Data are mean±s.d. (VS, *n=*7; VI, *n*=8; FS, *n=*8; FI, *n*=8). ^##^*P*<0.01; ^###^*P*<0.001 (one-way ANOVA with Tukey–Kramer method for comparison between groups). ^!!!^*P<*0.001 (two-way ANOVA for comparison of the magnitude of changes between different groups in mice with or without amyloidosis induction).

The levels of mRNA for the common molecular chaperones heat shock protein family A (HSP70) Member 1B (*Hspa1b*) and crystallin alpha B (*Cryab*), which are primarily regulated by the transcription factor heat shock factor 1 (HSF1) (Benarroch, 2011; Kourtis and Tavernarakis et al., 2011), showed no change in response to either IT or amyloidosis in the liver (Fig. S6C). Therefore, IT-induced higher expression of *Hspb1* in AApoAII amyloidosis might be independent of HSF1 and regulated by other transcription factors.

We found that the levels of HSPB1 and TP53 proteins induced by IT and amyloidosis were similar (Fig. 5A, Fig. 6A). Pearson analysis of those protein levels in the liver showed a strong positive correlation (*P*<0.001, Fig. 6C). Predictive analyses of the putative binding site for TP53 in the transcriptional regulatory region of *Hspb1* revealed a homology higher than 80% with the 18-mer TP53-motif sequence. That finding suggested that the *Hspb1* gene may be regulated by TP53 (Fig. 6D). These data suggest that IT-mediated activation of p38 MAPK might induce TP53-dependent transcriptional regulation of *Hspb1*.

### Amyloid deposition induces the unfolded protein response and activated p38 MAPK

We sought to identify gene clusters that were related to amyloid deposition and were also associated with the activation of p38 MAPK by amyloid deposition. Thus, we performed gene set enrichment analysis (GSEA) in mice with and without amyloidosis based on RNA-seq. 

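Both comparisons of fibril with vehicle livers again rest on single pooled libraries and share none. Between FS and VS, 704 genes differed by more than 2-fold, 438 of them higher and 266 lower in FS, and between FI and VI 553 genes did so, 315 higher and 238 lower in FI. Of the 222 genes beyond 2-fold in both, 207 had the same direction, 133 higher and 74 lower with amyloidosis, where independent sets would share 16.5. Across genes, the log2 ratios had a Pearson's r of 0.540 and a Spearman's rho of 0.440. In the additive model, 585 genes changed with amyloidosis at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 330 higher and 255 lower, and 2512 had an unadjusted p below 0.05. The genes with the largest shared rise were Saa2, Lcn2, Saa1, Ddit4 and Prtn3. Ddit4 (ENSMUSG00000020108, chromosome 10, 59949675 to 59951770) had 3.60 CPM in VS, 15.1 in VI, 55.3 in FS and 175 in FI, and its change with amyloidosis in the additive model was 3.70 (SE 0.15, adjusted p = 2.0e-05, same test), higher in both fibril libraries. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32387797) rose by a log2 ratio of 5.85 (5.62 to 6.09) in FS versus VS and 3.91 (3.81 to 4.01) in FI versus VI. The acute phase genes Saa1 (ENSMUSG00000074115, chromosome 7, 46740501 to 46742980) and Saa2 (ENSMUSG00000057465, chromosome 7, 46751833 to 46754314), near-identical copies between which reads can be split, rose by 4.98 (4.87 to 5.09) and 5.71 (5.53 to 5.91) in FS versus VS and by 3.54 (3.49 to 3.59) and 4.51 (4.43 to 4.59) in FI versus VI. For Prtn3 (ENSMUSG00000057729, chromosome 10, 79874476 to 79883174) the ratios were 4.42 (3.70 to 5.35) and 3.16 (2.61 to 3.82). The 5 genes with the largest shared fall, Acta1, Mb, Myh2, Tnnt3 and Atp2a1, were all skeletal muscle genes. Mb (ENSMUSG00000018893, chromosome 15, 77015489 to 77050670) had 246 counts in VS, 25 in VI, 1 in FS and none in FI, and Tnnt3 (ENSMUSG00000061723, chromosome 7, 142498836 to 142516009) had 263, 37, 4 and 2 counts in the same order. Myh2 (ENSMUSG00000033196, chromosome 11, 67171027 to 67197517) had 137 counts in VS and 15 in VI and none in either fibril library, and Atp2a1 (ENSMUSG00000030730, chromosome 7, 126445858 to 126463108) had 152 in VS, 11 in VI, 4 in FS and 1 in FI. Muscle genes of the fixed list and of the Reactome set of striated muscle contraction made up 22 of the 704 genes in FS versus VS.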

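Gene sets of the gene ontology were not used here. A list of 25 chaperones and other genes of endoplasmic reticulum (ER) protein folding that the unfolded protein response (UPR) induces, among them Hspa5, Hsp90b1, Dnajb9, Sdf2l1, Derl3 and Xbp1, was written down in advance without reference to the paper's figures. All 25 genes were higher in FS than in VS, 14 of them by more than 2-fold. Their median log2 ratio was 1.03 (0.98 to 1.13, counting error), above the −0.26 to 0.06 that held 95% of random lists of the same size and mean expression. The mean of the list was 1.37. The largest ratio, 4.47 (3.83 to 5.27), belonged to Derl3 (ENSMUSG00000009092, chromosome 10, 75893398 to 75895941), with 18 counts in VS and 512 in FS, and the smallest, 0.14 (0.12 to 0.17), to Herpud1 (ENSMUSG00000031770, chromosome 8, 94386438 to 94395377), with 16121 and 22278 counts. A second list of 15 genes of the PERK and ATF4 branch, 10 of them expressed, had a median of 0.27, inside its range of −0.23 to 0.28, while its mean was 0.83 and its largest ratio, that of Ddit4, 3.93. The Reactome set for the UPR, with 13 expressed genes, had the highest median of 812 sets in FS versus VS, 0.65, and stood eighth in FI versus VI with 0.26, a ranking made after the lists had been examined. Ern1 (ENSMUSG00000020715, chromosome 11, 106394650 to 106487852), which encodes IRE1, had 42.9 CPM in VS and 50.0 CPM in FS, a log2 ratio of 0.22 (0.10 to 0.34).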

GSEA categorized by gene ontology (GO) analysis illustrated that (1) the endoplasmic reticulum (ER) unfolded protein response (UPR) and (2) inositol-requiring 1 transmembrane kinase endonuclease 1 (IRE1, also known as ERN1)-mediated UPR were among the highest ranked terms (Fig. 7A). 

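The heatmap of Fig. 7B names 25 genes, Hyou1, Hspa5, Syvn1, Gfpt1 and Dnajb11 at its top and Gosr2, Bax, Lmna and Extl1 at its bottom. The figure draws z-scores of these same libraries, so counts of directions over its genes repeat the paper's data and are not independent evidence. All 25 had more CPM in FS than in VS, 12 of them by more than 2-fold, with a median log2 ratio of 0.97 and a range from 0.45 for Lmna (ENSMUSG00000028063, chromosome 3, 88481148 to 88509956) to 2.14 for Hyou1 (ENSMUSG00000032115, chromosome 9, 44379490 to 44392369). Hyou1 had 60.0 CPM in VS and 264 CPM in FS, and Lmna had 53.3 and 72.8 CPM. Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34776531), which encodes the binding immunoglobulin protein, had 308 CPM in VS, 430 in VI and 1161 in FS, a log2 ratio of 1.91 (1.88 to 1.95) in FS versus VS. Its change with amyloidosis in the additive model was 1.42 (SE 0.23, adjusted p = 0.022, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both fibril libraries, while DESeq2 in the same design gave 1.41 and an adjusted p above 0.05. The chaperone list fixed in advance holds 9 of the 25 genes.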

A heatmap of the expression of 25 genes related to the IRE1-mediated UPR showed higher expression in sedentary mice with amyloidosis (FS) compared to vehicle sedentary mice (VS) (Fig. 7B). 

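Between FI and FS, 21 of the 25 genes drawn in Fig. 7B were lower in FI, with a median log2 ratio of −0.37, and Pdia6, Wipi1, Fkbp14 and Extl1 were higher; with total counts as the only scaling, Pdia6 was lower too, at −0.05. Against VI, 23 of the 25 remained higher in FI, with a median of 0.36. Syvn1 (ENSMUSG00000024807, chromosome 19, 6046576 to 6053712) showed the largest fall, from 166 CPM in FS to 96.0 CPM in FI, a log2 ratio of −0.79 (−0.86 to −0.72). Hspa5 stood at 823 CPM in FI, a log2 ratio of −0.50 (−0.52 to −0.47) to FS and 0.94 (0.90 to 0.97) to VI. For the list of UPR chaperones fixed in advance, the median in FI versus FS was −0.40 (−0.45 to −0.32, counting error), with 21 of 25 genes lower (Dnajc3, Herpud1, Canx and Pdia6 were higher, the last 3 of them by at most 0.06 and lower under total counts), below the −0.07 to 0.15 that held 95% of random lists. In FI versus VI the same list had a median of 0.82 and in VI versus VS one of 0.15. Total counts as the only scaling gave −0.47 in FI versus FS, the setting that moved this median most. Ern1 was at 50.1 CPM in FI, a log2 ratio of 0.00 (−0.11 to 0.11) to FS. No gene of the chaperone list was below 0.5-fold or above 2-fold in FI versus FS.

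**Figure D3:**
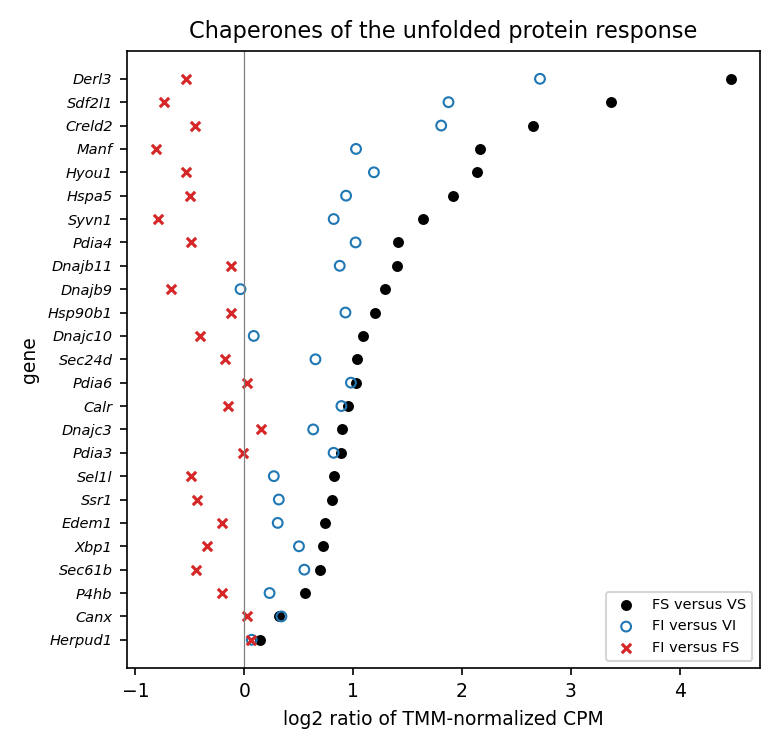
Log2 ratio of TMM-normalized CPM (horizontal axis) for the 25 UPR chaperone genes of the list fixed in advance (vertical axis), in FS versus VS (filled circles), FI versus VI (open circles) and FI versus FS (crosses). All filled circles lie above 0, and 21 of the 25 crosses lie below 0.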

IT alleviated amyloidosis and IRE1-mediated UPR in amyloidosis-induced mice (Fig. 7B). We validated mRNA and protein levels of binding immunoglobulin protein (HSPA5, also known as BIP), which is a major IRE1-mediated UPR protein and serves as a primary sensor in the activation of the UPR (Walter and Ron et al., 2011). Both mRNA expression and protein levels of HSPA5 were higher in amyloidosis-induced mice compared with vehicle groups (Fig. 7C). IRE1 has been linked to activation of MAPK, especially p38 MAPK (Matsuzawa et al., 2002). Additionally, the heatmap analysis of genes involved in ER-UPR showed similar results as that for IRE1-mediated UPR (Fig. S7).

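The 55 genes named in Fig. S7 were all higher in FS than in VS in these libraries, 19 of them by more than 2-fold, with a median log2 ratio of 0.78. Bok (ENSMUSG00000026278, chromosome 1, 93685660 to 93695764) had the smallest ratio, 0.27 (−0.03 to 0.58), an interval that includes 0. Bhlha15 (ENSMUSG00000052271, chromosome 5, 144190286 to 144194441) had no count in VS, 2 in VI, 71 in FS and 4 in FI. In FI versus FS, 43 of the 55 genes were lower in FI, with a median of −0.21, and in FI versus VI 50 were higher, with a median of 0.31. As for Fig. 7B, the figure was drawn from these libraries, and 14 of its genes belong to the chaperone list fixed in advance.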

**Fig. 7.**
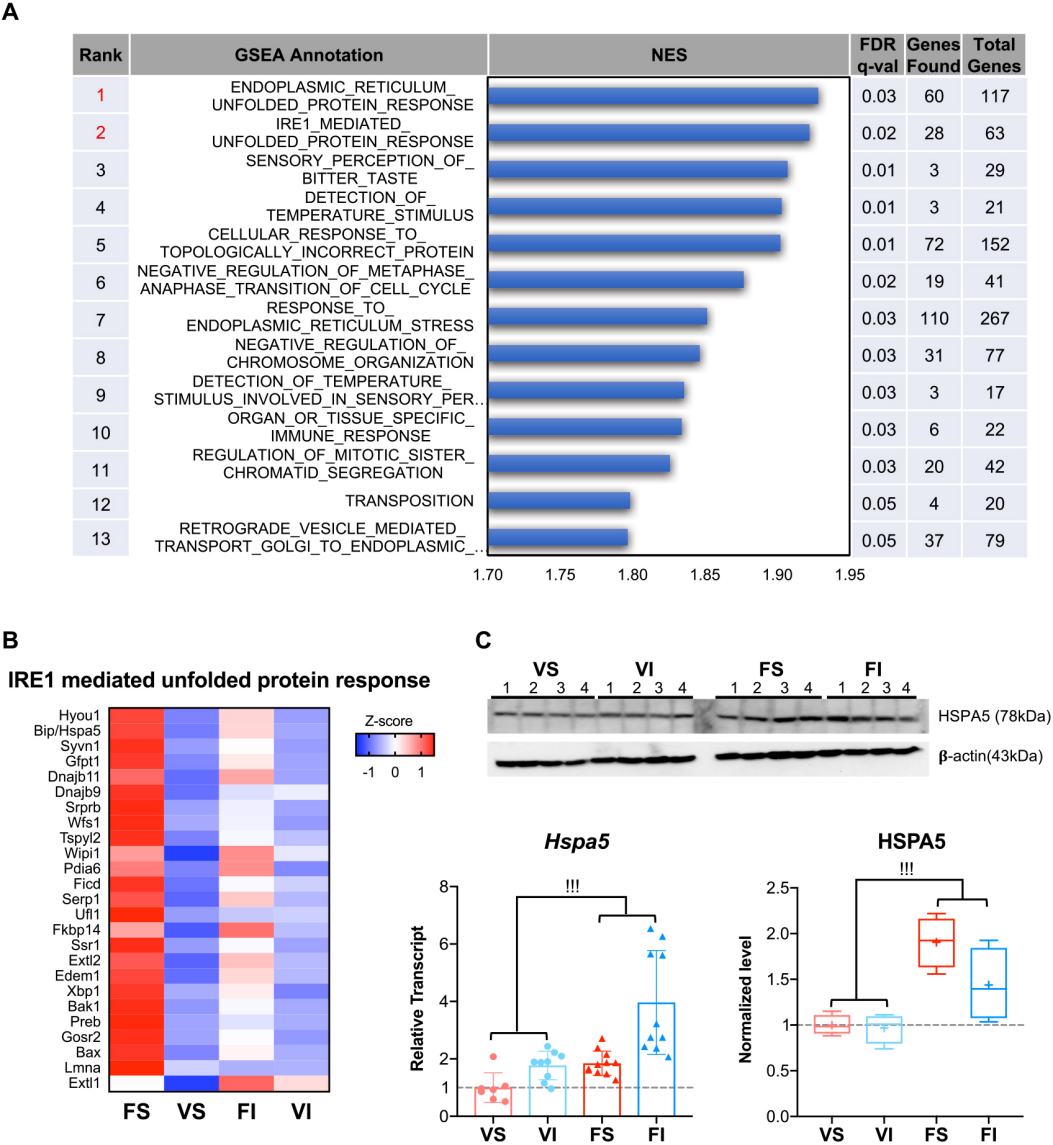
**Transcriptional changes in the livers of amyloidosis-induced sedentary mice.** (A) GSEA based on GO showed UPR-related terms were significantly over-represented in sedentary mice with amyloidosis. FDR, false discovery rate; NES, normalized enrichment scores. (B) Heatmap analysis of the gene set in IRE1-mediated UPR identified by GSEA. (C) Real-time qPCR (VS, *n=*7; VI, *n*=9; FS, *n=*11; FI, *n*=10) and western blot (*n=*4) validations of UPR primary sensor HSPA5 in the livers of mice after 16-week interventions. Bars show the quantification of real-time qPCR, box and whisker plots show the results of western blots. Both graphs show fold changes relative to the VS group. The boxes represent the 25th, median (black line), mean (cross) and 75th percentiles of the data; the whiskers represent the lowest (or highest) data within 1.5 interquartile range from the 25th (or 75th) percentile range. Each dot represents an individual mouse. Data are mean±s.d. ^!!!^*P*<0.001 (two-way ANOVA for comparison of the magnitude of changes between different groups in mice with or without amyloidosis induction).

## DISCUSSION

Understanding the biological mechanisms underlying improved fitness could lead to valuable treatments that reduce the risk of age-related pathogenesis and could simultaneously reveal new pharmacological targets. At present, therapies against amyloidosis, including caloric restriction, small interfering RNA and antibody-based drugs, are focused on the reduction of precursor proteins (Coelho et al., 2013; Song and Yoshizaki et al., 2015; Li et al., 2017). In this study, our evidence revealed that a relatively long-term (16 weeks) IT regimen significantly halted disease progression of systemic amyloidosis without affecting the levels of precursor protein APOA-II. Transcriptome assays in the liver followed by validation analyses led to the following conclusions: (1) IT markedly activated the hepatic p38 MAPK signaling pathway, resulting in the activation of TP53, and upregulated the expression and phosphorylation of HSPB1; (2) AApoAII amyloid deposition induced UPR, activating the hepatic p38 MAPK signaling pathway, leading to higher expression of HSPB1 but not phosphorylated HSPB1; (3) AApoAII amyloid deposition additively enhanced the IT-activated p38 MAPK signaling pathway; and (4) IT induced the greater amounts of phosphorylated HSPB1 at sites of AApoAII amyloid deposition in the liver and spleen. As HSPB1 is a unique molecular chaperone identified from our transcriptome sequencing, we propose a potential mechanism whereby the upregulation of the p38 MAPK signaling pathway could be a key event for exercise adaptation and the prevention of amyloidosis (Fig. 8).

**Fig. 8.**
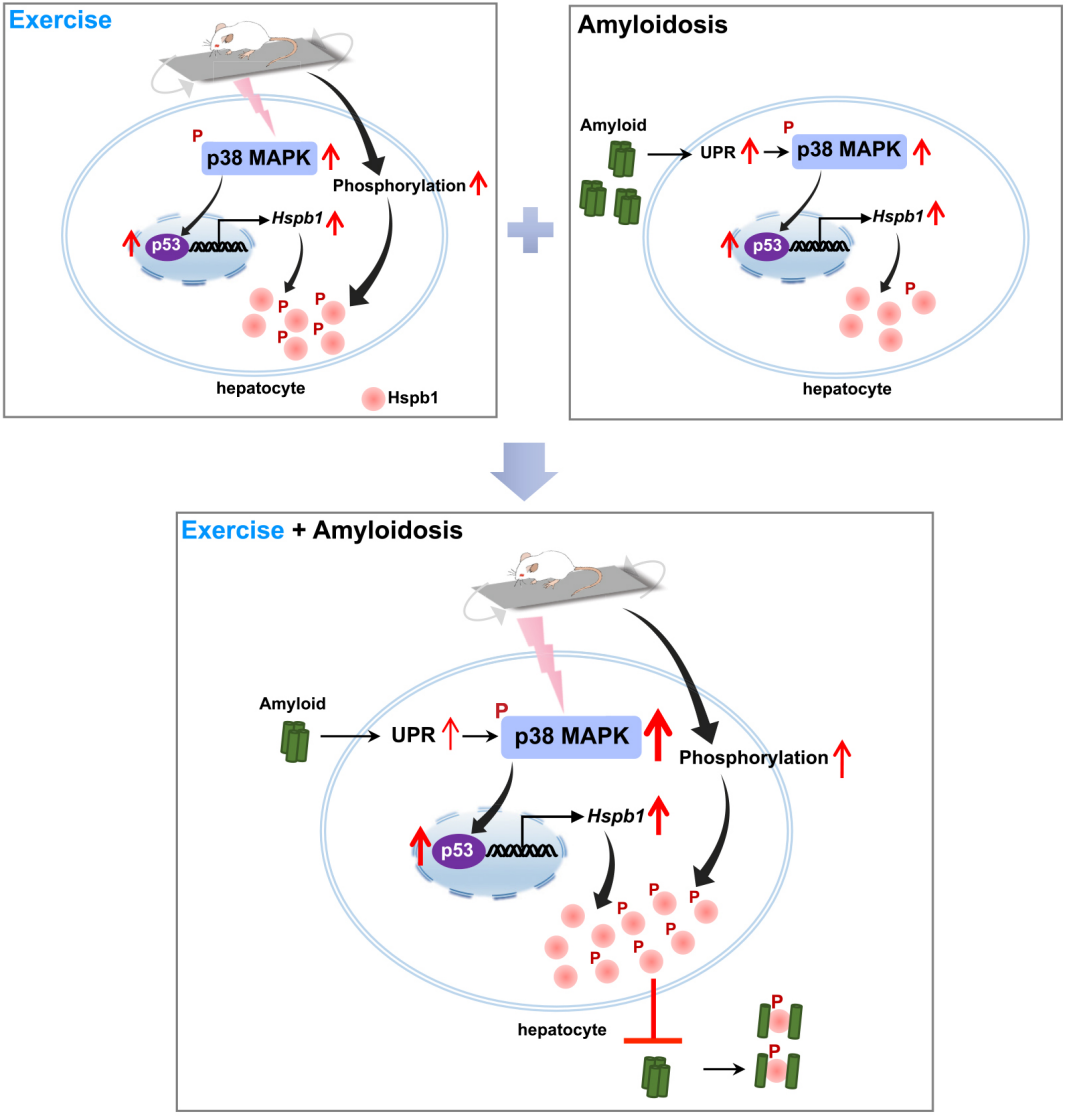
**A potential molecular mechanism underlying IT exhibits an anti-amyloid effect.** Here, we propose a novel molecular mechanism in which the p38 MAPK-p53-HSPB1 axis could play a key role in the anti-amyloid load. The p38 MAPK-p53-HSPB1 axis showed upregulation in the livers of mice with exercise (top left) or systemic AApoAII amyloidosis alone (top right). In particular, phosphorylated HSPB1 showed an exercise-dependent increase. Exercise additively enhanced this phenomenon in the amyloid-reduced liver and greatly increased levels of phosphorylated HSPB1 outside the cell. Phosphorylated HSPB1 colocalized with amyloid depositions, which in turn could inhibit fibril formation (bottom).

P38 MAPK is an essential transduction mediator involved in gene expression and metabolic regulation in response to various extracellular stimuli (de Nadal et al., 2011; Lawan and Bennett et al., 2017). Those stimuli range from environmental to intracellular pressures, such as exercise, oxidative stress (reactive oxygen species), DNA damage and inflammation (Kramer and Goodyear et al., 2007; Canovas and Nebreda et al., 2021). Multiple lines of evidence have suggested that aerobic exercise in rodents, as well as cycling and marathon running in humans, can potently increase the phosphorylation of p38 MAPK in skeletal muscle or liver (Nader and Esser et al., 2001; Kramer and Goodyear et al., 2007; Hoene et al., 2010). Here, we observed an approximate 6-fold increase in phosphorylated p38 MAPK levels in the liver with exercise (Fig. 5). Notably, in amyloidosis-induced mice, the levels of phosphorylated p38 MAPK were further doubled by exercise. This result suggests that exercise could enhance the p38 MAPK-dependent protective adaptation pathway against harmful stress. Moreover, we found a higher mRNA expression level of glucose transporter *Glut4* in the training quadriceps. The increased glucose uptake by working muscles can stimulate hepatic glucose output into the circulation to maintain blood glucose levels. 

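Ppargc1a (ENSMUSG00000029167, chromosome 5, 51454249 to 51567725) had 11.0 CPM in VS, 19.9 in VI, 17.5 in FS and 25.6 in FI in the pooled liver libraries. Its log2 ratio with IT was 0.86 (0.64 to 1.08) in vehicle and 0.54 (0.37 to 0.72) in fibril livers, and with amyloidosis 0.68 (0.46 to 0.90) in sedentary and 0.36 (0.19 to 0.54) in exercised livers. Pdk4 (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309) had 26.0, 51.0, 5.79 and 44.5 CPM in VS, VI, FS and FI. With IT it rose by a log2 ratio of 0.97 (0.83 to 1.12) in vehicle and 2.94 (2.71 to 3.18) in fibril livers, where FS lay below VS by a log2 ratio of −2.16 (−2.42 to −1.92). G6pc (ENSMUSG00000078650, chromosome 11, 101367561 to 101377903) had 206 CPM in VS, 381 in VI, 181 in FS and 694 in FI, log2 ratios of 0.89 (0.84 to 0.94) and 1.94 (1.89 to 1.98) with IT. In the additive model the change with IT was 0.70 (SE 0.14, adjusted p = 0.061) for Ppargc1a, 1.88 (SE 0.60, adjusted p = 0.35) for Pdk4 and 1.41 (SE 0.25, adjusted p = 0.059) for G6pc, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 genes were higher in both IT libraries than in their sedentary counterparts. The alternative limma-voom in the same design put Pdk4 (1.82) and G6pc (1.40) below an adjusted p of 0.05. A list of 18 genes induced by fasting, fixed in advance and including these 3 genes, whose counts the paper's supplement prints, had a median of 0.17 in VI versus VS and 0.62 in FI versus FS, above the −0.13 to 0.12 and −0.06 to 0.19 of random lists. The median of the 13 genes of the lipogenic list moved the other way, to −0.51 and −0.25. These values lay below the −0.15 to 0.16 and −0.14 to 0.18 of random lists. Of the 13 genes, 3 were higher in VI than in VS and 4 were higher in FI than in FS. Whether food was withheld before collection is not given in the sources used here.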

We observed mRNA levels of gluconeogenesis regulation-related DEGs, including *Ppargc1a*, *Pdk4* and glucose-6-phosphatase (*G6pc*), were upregulated by exercise in the liver (Fig. S8), indicating a decline in plasma glucose concentrations. Weigert et al. showed that the lower plasma glucose levels after running are related to the activation of p38 MAPK signaling protein in the liver (Hoene et al., 2010).

We found that exercise upregulated mRNA levels of *Gadd45g and Cdkn1a*, both of which are transcriptionally regulated by p53. P38 MAPK activates p53 through direct phosphorylation, and it subsequently regulates the transcription of downstream genes (de Nadal et al., 2011). The activation of p53 increases its stability and leads to accumulation in the nucleus (Inoue et al., 2005; Marine, 2010), which is consistent with our data (Fig. 6). As a stress-responsive protein, p53 has a well-documented role in protecting against cancer development. Moreover, it is now becoming clear that p53 can contribute to mitochondrial biogenesis, life expectancy and overall fitness of an organism (Bartlett et al., 2014; Levine, 2020). Based on current evidence, p53 can play two important but fundamentally opposing roles in coping with stress, namely, inducing either cell survival or cell death according to the activation level of stress (Vousden and Lane et al., 2007). Of note, in this study we observed that the number of apoptotic cells was not affected by the degree of p53 activation (Fig. S9) but instead upregulated HSPB1 expression. It has been reported that wild-type p53 induces HSPB1 expression *in vitro* (Gao et al., 2000). In line with this, we propose that the anchoring of active p38 MAPK to its target gene *Hspb1* may be mediated by the transcription factor p53 (Fig. 6).

Our current data demonstrate that p-HSPB1 is upregulated in livers and spleens in which amyloid deposition was mitigated, and it accumulates at sites of amyloid deposition. Thus, we suggest that the induction of p-HSPB1 could be a novel mechanism by which exercise reduces amyloidosis. HSPB1 can be elevated in the brain and accumulate in senile plaques in AD patients (Shinohara et al., 1993; Renkawek et al., 1994). Moreover, overexpression of *Hspb1* mitigates Aβ deposition and cognitive dysfunction in a mouse model of AD (Toth et al., 2013). Recent *in vitro* evidence has suggested that when HSPB1 undergoes phosphorylation under stress conditions, its chaperone activity is enhanced by increasing its binding affinity for client amyloid proteins, including Aβ, alpha-synuclein, microtubule-associated protein tau and RNA-binding protein FUS, thereby inhibiting formation from both amyloid and amorphous aggregation (Jovcevski et al., 2015; Nafar et al., 2016; Baughman et al., 2020; Liu et al., 2020; Selig et al., 2020). Structural studies demonstrated that HSPB1 can recognize the motifs enriched in hydrophobic or low-complexity regions in the peptides of client proteins, reducing aggregation (Baughman et al., 2018; Janowska et al., 2019). Our previous study demonstrated that the hydrophobic 11-residue peptide at the N terminus and 18-residue peptide at the C terminus of APOA-II protein are indispensable for polymerization into amyloid fibrils, and may constitute binding regions of HSPB1 (Sawashita et al., 2009).

We previously found that the mRNA levels of UPR/ER stress-related genes were elevated in the livers of mice with AApoAII amyloidosis (Luo et al., 2015). Here, we found that UPR was significantly upregulated in the livers of sedentary mice with amyloidosis (Fig. 7). It was previously reported that UPR activates p38 MAPK through the classical MAPK kinase (MKK)3/MKK6 upstream kinase cascade (Matsuzawa et al., 2002). Moreover, it was suggested that the p38 MAPK signaling pathway has positive effects on ER homeostasis via a complex feedback loop regulating UPR signaling elements (Lee et al., 2011). Interestingly, amyloid deposition did not significantly increase the phosphorylation of HSPB1. Nevertheless, activated p38 MAPK was observed. It is not clear why the activation of p38 MAPK by amyloid deposition failed to increase the phosphorylation of HSPB1. However, it is known that p38 MAPK-induced HSPB1 phosphorylation is dependent on the activation of MAPK activated protein kinase 2 (MK2) (Stokoe et al., 1992; Zarubin and Han et al., 2005). Moreover, inhibition of MK2 in hepatocytes or livers of mice suppresses HSPB1 phosphorylation (Ozcan et al., 2015). In addition, other protein kinases can phosphorylate HSPB1, including cyclic AMP-dependent protein kinase A, protein kinase C and protein kinase D (Kostenko and Moens et al., 2009). The activation of these kinases, along with MK2, has a demonstrated association with exercise (Krook et al., 2000; Rose et al., 2004; Williamson et al., 2006; Ellwanger et al., 2011).

Heat shock proteins (HSPs) are involved in both intracellular and extracellular protein homeostasis by chaperoning the misfolded proteins during ER stress (Genereux et al., 2015). In systemic ATTRmt amyloidosis, extracellular amyloid deposition induces higher expression of HSPB1 and HSP70 in the peripheral nerves, skin and salivary glands of the patients (Santos et al., 2008). Studies reported overexpression of HSPB1, CRYAB and HSP70 in the brains of AD and Parkinson's disease patients (Shinohara et al., 1993; Renkawek et al., 1999). However, our data showed that IT and amyloidosis induced upregulation of *Hspb1* and HSPB1 in the liver and spleen but did not increase other common HSPs, such as *Hsp70*/*Hspa1b* and *Cryab* (also known as *Hspb5*). Although transcription factor HSF1 is generally responsible for transcriptional regulation of *Hspb1* and other HSPs (Benarroch, 2011; Kourtis and Tavernarakis et al., 2011), we suggest that the higher expression of *Hspb1* is independent from HSF1 and is specifically regulated by other transcription factors, including TP53. There is recent evidence from the retinal ischemia rat model that HSPB1 (rather than other common HSPs) is the transcriptional target of the hypoxia-inducible factor (HIF)-1α transcription factor (Whitlock et al., 2005). Given that exercise increases oxygen consumption and reduces intracellular oxygen partial pressure, this stress could contribute to HIF-1α activation (Lindholm and Rundqvist et al., 2016).

Here, we used two exercise regimens. IT for mice mimics the human IWT, an exercise program at submaximal intensity that combines aerobic and resistance training. The molecular mechanisms underlying this regimen have not been elucidated because there were no appropriate animal models. Another exercise regimen, CT, uses aerobic/endurance training at moderate intensity. We observed that both IT and CT increased muscle mass, improved glucose intolerance and several physiological functions. We also observed that both IT and CT upregulated myokine *Il6* expression in the muscle after exercise, but the effect of IT was more significant. Interestingly, both exercise regimens had similar positive effects on systemic amyloidosis. We assume that the adaptive response to a CT regimen could be sufficient to suppress the progression of AApoAII amyloidosis. In other age-related diseases, such as type 2 diabetes, 4-month resistance training or IWT training is more effective at improving pathological conditions and physical fitness (Cauza et al., 2005; Karstoft et al., 2013). Although strong evidence supports the benefits of endurance exercise in improving the cognitive abilities of AD patients, the effect of resistance exercise remains unclear (Panza et al., 2018; Herold et al., 2019).

In conclusion, to our knowledge, this is the first demonstration of one possible mechanism in which exercise additively enhances the expression of HSPB1 in the presence of amyloid deposition, and activates the anti-amyloid activity of HSPB1 (p-HSPB1), which prevents amyloidosis *in vivo*. Although further investigation is needed to better characterize the participating molecular pathways, we suspect that exercise can regulate signaling programs that enhance the expression of appropriate adaptive molecules in the presence of harmful extracellular or intracellular conditions (such as amyloidosis). Our findings suggest a biochemical basis that explains how exercise reduces the risk of age-related disorders. New therapeutic strategies should build upon these findings, further improving treatment strategies.

## MATERIALS AND METHODS

### Animals and experimental design

Female R1.P1-*Apoa2^c^* congenic mice that have a normal aging process were used in this study. This strain carries the amyloidogenic *Apoa2^c^* allele from the AApoAII amyloidosis-susceptible senescence-accelerated mouse prone 1 (SAMP1) strain on a genetic background of the senescence-accelerated mouse resistant 1 (SAMR1) strain (Higuchi et al., 1995). AApoAII amyloidosis in both male and female R1.P1-*Apoa2^c^* mice can be induced systemically and quantitatively by intravenous injection of a small amount of AApoAII amyloid fibrils (Xing et al., 2001). The mice were maintained under specific pathogen-free (SPF) conditions at 24±2°C with a light-controlled regimen (12 h light/dark cycle), and were fed a commercial diet (MF, Oriental Yeast, Tokyo, Japan) with tap water given *ad libitum* in the Division of Animal Research, Research Center for Supports to Advanced Science, Shinshu University.

In terms of experimental design (Fig. 1), a series of three independent experiments involving a total of 79 mice were repeated at different times. In each experimental series, 8-week-old female mice with similar body weights were randomly divided into sedentary, IT and CT groups (Table S1, Fig. S1). Before the exercise training (pre-check), each mouse was characterized for its maximal running speed (V_max_) and various physiological indices, including 24-h voluntary activity, body temperature, 15-h fasting body temperature, heart rate, blood pressure and intraperitoneal glucose tolerance (IGTT). Then, 41 10-week-old mice were injected intravenously with 1 μg/mouse of AApoAII fibrils to induce amyloidosis. The remaining 38 10-week-old mice were injected with PBS. The mice then undertook exercise regimens for 16 weeks. After 8 weeks of exercise, the V_max_ of all mice was re-measured and re-calculated, and the running speed of each mouse in the IT and CT groups was maintained until the end of the training period. Additionally, 2 weeks before the end of the exercise training (post-check), the V_max_ and above-mentioned physiological indices were measured again. Lastly, 63 mice were selected for further analyses, including physiological and molecular biological determinations based on the exclusion criteria, including: (1) presence of injuries, abscesses or other signs of illness; (2) running avoidance behaviors more than three consecutive times (i.e. less than 10 min at each exercise interval) for mice in the IT and CT groups; and (3) unexpected death (Table S1, Fig. S1). Experiments with mice were performed with the approval of the Committee for Animal Experiments of Shinshu University (approval number 290007), and approved protocols were strictly adhered to.

### Treadmill exercise protocol

#### Determination of the maximal running speed

Mice were acclimated to the treadmill (TMS-4, Melquest Corp, Japan) three times (15 min at 10 m/min) on different days prior to determination of the V_max_ for each mouse. The test started at 10 m/min for 20 s, followed by a continued stepwise increase (1 m/min) in running speed every 20 s until exhaustion. Exhaustion was indicated when the mice fell back on the electric shock bar three times within 30 s rather than running on the treadmill. V_max_ was determined as the last completed stage during the incremental test (e.g. if the mouse could not run at 40 m/min, then the V_max_ was 39 m/min). The test was performed at 0 weeks (pre-check), 8 weeks (middle-check) and 16 weeks (post-check) during the 16-week exercise intervention.

#### High-intensity interval training protocol

IT training was performed 4 days per week on a treadmill based on a protocol modified from that described for a human study (Masuki et al., 2020). Each training session was preceded by a 3-min warm-up with running at 10 m/min. The 30-min training sessions involved five sets of 3-min low-intensity running intervals at a speed that was 30% of the pre-check V_max_ followed by 3 min of high-intensity running at a speed that was 70% of the pre-check V_max_. After 8 weeks of training, the V_max_ was checked again and the training cycles were adjusted accordingly. The adjusted V_max_ values were used through the remaining 8 weeks of the 16-week training period.

#### Moderate-intensity continuous training protocol

CT training was performed 4 days per week on a treadmill based on a protocol that was slightly modified from a previous study (He et al., 2012). For CT, the above-mentioned warm-up was used and then the mice undertook continuous running for 30 min at a speed that produced 50% of the pre-check V_max_. After 8 weeks of training, the V_max_ was adjusted as described above.

### Induction of AApoAII amyloidosis

AApoAII amyloid fibrils were isolated from the livers of R1.P1-*Apoa2^c^* mice with severe amyloid deposition using a modified Pras method as described previously (Pras et al., 1969). Mice in the amyloidosis-induced groups (FS, FI and FC) were injected intravenously at 10 weeks of age with 1 μg AApoAII fibrils in 100 μl PBS to induce AApoAII amyloidosis. AApoAII fibrils were sonicated on ice according to our previous method (Xing et al., 2001) before injection.

### Detection of amyloid deposition in mice

The main organs were fixed in 10% neutral buffered formalin, then embedded in paraffin and cut into 4-μm sections using standard procedures. Amyloid deposition was identified using polarizing light microscopy (Axioskop 2, Carl Zeiss Japan, Tokyo, Japan) to observe apple-green birefringence in tissue sections stained with Congo Red (Sawashita et al., 2009). The degree of amyloid deposition formation in examined organs was scored from 0 to 4 (amyloid score) according to a previously described scoring principle (Higuchi et al., 1998). The systemic degree of amyloid deposition in each mouse was determined semi-quantitatively using an amyloid index that represents the average of amyloid scores for seven organs (heart, liver, spleen, tongue, stomach, small intestine and skin) (Higuchi et al., 1998).

### Measurements of physiological indices and serum lipid parameters

We determined physiological indices, including 24-h voluntary activity, body temperature, 15-h fasting body temperature, heart rate, blood pressure and IGTT for each mouse at two timepoints: before training (when mice were 8 weeks old) termed the pre-check, and 2 weeks before the end of the 16-week training (when mice were 24 weeks old), termed the post-check. Twenty four hours voluntary activity was measured with a wheel cage (SN-450, Shinano Ltd., Tokyo, Japan). Both body temperature and 15-h fasting temperature were measured using a 10 s flexi tip thermometer (ST8731CS, MSR Tech. Co. Ltd., China). Heart rate and blood pressure were measured using a computerized tail-cuff system (BP-98A-L, Softron Ltd., Tokyo, Japan). For IGTT, mice that had fasted for 15 h were injected intraperitoneally with glucose (2* *g/kg body weight). Tail vein blood samples were obtained at 0, 15, 30, 60, 90 and 120 min. Glucose levels were measured with a handheld glucose meter (Accu-Check Aviva, Roche Diagnostic, Tokyo, Japan). Serum total- and HDL-cholesterol levels, as well as triglyceride (TG) levels, were determined using quantitative assay kits (Total-cholesterol E test, 439-17501; HDL-cholesterol E test, 431-52501; TG E test, 432-40201, Fujifilm Wako, Osaka, Japan).

### Immunohistochemical and immunofluorescent analysis

AApoAII deposition and phospho-HSPB1 were evaluated by IHC using the horseradish peroxidase-labeled streptavidin-biotin method with specific antibodies. Rabbit polyclonal antiserum against mouse ApoA-II was produced in our laboratory (Higuchi et al., 1997) and applied at a dilution of 1:3000. Rabbit monoclonal anti-phospho-HSPB1 (Ser82) antibody (9709T, Cell Signaling Technology) was applied (1:100) to the paraffin-embedded sections. After incubation with the primary antibody overnight at 4°C, sections were incubated with a biotinylated secondary anti-rabbit IgG antibody (1:300, E0353, Dako) for 1 h at room temperature before application of horseradish peroxidase-labeled streptavidin-biotin (1:300, P0397, Dako) to detect target proteins. For immunofluorescence analyses, paraffin-embedded sections were incubated with TP53 rabbit polyclonal antibody (1:50, 10442-1-AP, Proteintech) overnight at 4°C, incubated with Alex Fluor 594 goat anti-rabbit IgG antibody (1:500, R37117, Thermo Fisher Scientific) for 1 h at room temperature, and then incubated with DAPI for 30 min. Images were captured immediately using a confocal laser fluorescence microscope (LSM 880 with Airyscan, Zeiss, Germany). For negative control sections, the primary antibody was omitted to confirm staining specificity. For quantitative analysis of amyloid deposition, five areas in each liver and spleen section were randomly captured under 200× magnification, and the ratios of areas positively stained with anti-APOA-II antiserum to whole-section areas were calculated using an image processing program [ImageJ, version 1.61, National Institutes of Health (NIH), Bethesda, MD, USA].

### Immunoblot analysis

Protein levels were measured by western blotting analysis as described previously (Li et al., 2017; Dai et al., 2019). Proteins were extracted from liver, spleen and lungs using the RIPA Lysis Buffer System (Santa Cruz Biotechnology, Dallas, TX, USA), and protein concentrations were measured using a BCA Protein Assay Kit (Thermo Fisher Scientific, Rockford, IL, USA). Serum samples (0.5 μl) were used to detect APOA-II and APOA-I, and liver lysates (50 μg protein) were used to detect phospho-p38 MAPK, total p38 MAPK, TP53, PGC1-α, GRP78/BIP and β-actin. Phospho-HSPB1 and total HSPB1 were detected in lysates of liver, spleen and lung (100 μg protein). Proteins were separated using either 16.5% (APOA-II and APOA-I) or 12% SDS-PAGE (all other proteins). The following antibodies and dilutions were used for detection: anti-APOA-II [produced in our lab (Higuchi et al., 1997), 1:3000]; anti-APOA-I [produced in our lab (Li et al., 2017), 1:5000]; anti-HSPB1 (1:500, GTX101145, GeneTex); anti-phospho-HSPB1 (Ser82) (1:500, 9709, Cell Signaling Technology); anti-p38 MAPK (1:1000, GTX110720, GeneTex); anti-phospho-p38 MAPK (Thr180/Tyr182) (1:1000, GTX113460, GeneTex); anti-TP53 (1:1000, 10442-1-AP, Proteintech); anti-PGC1-α (1:200, SC-13067, Santa Cruz Biotechnology); anti-BIP (1:200, SC-1050, Santa Cruz Biotechnology); and β-actin (1:1000, AP0060, Bioworld). After electrophoresis, proteins were transferred to a polyvinylidene difluoride membrane (Immobilon, 0.2μm pore, MerckMillipore, Burlington, MA, USA). The membranes were blocked with 5% bovine serum albumin or non-fat dry milk in TBS according to the antibody manual for 1 h at room temperature, and incubated with primary antibodies overnight at 4°C. Horseradish peroxidase-conjugated anti-rabbit IgG (1:3000, 7074, Cell Signaling Technology) was then applied as the secondary antibody and incubated with the membranes for 1 h at room temperature. Protein bands were detected by enhanced chemiluminescence, and the target proteins were analyzed using NIH ImageJ software.

### Liver RNA-seq analysis

Although both IT and CT effectively suppressed AApoAII amyloid deposits in the liver to similar degrees, we selected liver samples from the IT groups for RNA-seq analysis because IT stimuli offered more metabolic benefits in skeletal muscle at a transcriptional level. Briefly, 10-mg liver samples taken from each mouse and stored at −80°C were homogenized in TRIzol RNA isolation reagent (Invitrogen, Thermo Fisher Scientific, Tokyo, Japan), and then pooled in four sample tubes (VS, VI, FS and FI groups, *N*=4). The sample tubes were sent to Novogene (Nagoya, Japan) for analysis. Total RNA was extracted, and RNA purity and integrity were confirmed by Novogene. Sequencing analysis of expressed RNAs was performed using an Illumina next generation sequencing platform. Sequencing count data were analyzed using edgeR R package (3.4) software to identify significant DEGs among the different groups. Corrected *P*<0.05 and absolute fold-change >1 were set as thresholds for DEGs. Biological functions for the accumulated DEGs were analyzed using an annotation database (GO and KEGG Pathway Database) to elucidate mechanisms associated with beneficial effects of interval exercise. GO and KEGG pathways enrichment analyses of DEGs were performed using the clusterProfiler R package. GO terms and KEGG pathways with corrected *P*<0.05 were considered significantly enriched by DEGs. GSEA was performed using the Java GSEA implementation. The gene lists of GO or KEGG gene signature were adopted from The Molecular Signatures Database (MSigDB).

### Gene expression analysis with real-time qPCR

Analysis of mRNA expression in the liver, skeletal muscle, spleen and lung was performed as described previously (Dai et al., 2019). Total RNA was extracted from quick-frozen samples using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). Total RNA (10 ng/μl final concentration) was reverse-transcribed using a High Capacity cDNA Reverse Transcription Kit with random primers (Applied Biosystems, Fisher Scientific, Tokyo, Japan). Real-time qPCR analysis was carried out using a sequence detection system (Abi Prism 7500, Applied Biosystems, Foster City, CA, USA) with SYBR Green (TaKaRa Bio, Tokyo, Japan). Gene expression was normalized relative to 18S ribosomal RNA. The forward and reverse primer sequences are listed in Table S3.

### TUNEL assay for apoptosis detection

Formalin-fixed paraffin-embedded tissue blocks were cut into 4-mm sections and processed for use in terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) assays (Luo et al., 2015). Sections were stained using an *In Situ* Apoptosis Detection Kit (TaKaRa, MK500, Japan), according to the manufacturer's instructions. TUNEL-positive cells in tissues were counted in three fields per section at 200-fold and 400-fold magnifications, using light microscopy.

### Reproducibility of results and statistical analysis

We repeated three independent series at different periods (first series, May 2017; second series, October 2017; third series, December 2018) to determine the effects of 16-week exercise training on inhibition of amyloidosis. In each series, we measured various physiological indices before and after training, and performed IHC and Congo Red staining for quantitative analysis of AApoAII amyloid deposition. Molecular biochemical experiments (western blot, real-time qPCR and immunostaining) were performed two times for reproducibility.

For comparison of parametric data, ANOVA was performed using the SPSS 26.0 software package (Abacus Concepts, Berkley, CA, USA). One-way ANOVA was used to compare sedentary and exercise groups. Two-way ANOVA was used to compare the magnitude of changes between different groups of mice with or without amyloidosis induction. Repeated-measures ANOVA was used to compare the magnitude of changes within groups before and after training. For comparison of non-parametric data, the Kruskal–Wallis test with the Steel–Dwass test was used to analyze the averages of amyloid score and AI for amyloid deposition among groups using R software version 3.4.3. *P*<0.05 was considered statistically significant.

## Supplementary Material

Supplementary information

# Supplementary material for: Exercise suppresses mouse systemic AApoAII amyloidosis through enhancement of the p38 MAPK signaling pathway
**Source:** Dis Model Mech. 2022 Mar 21;15(3):dmm049327. doi: 10.1242/dmm.049327
**Supplement:** Supplementary information

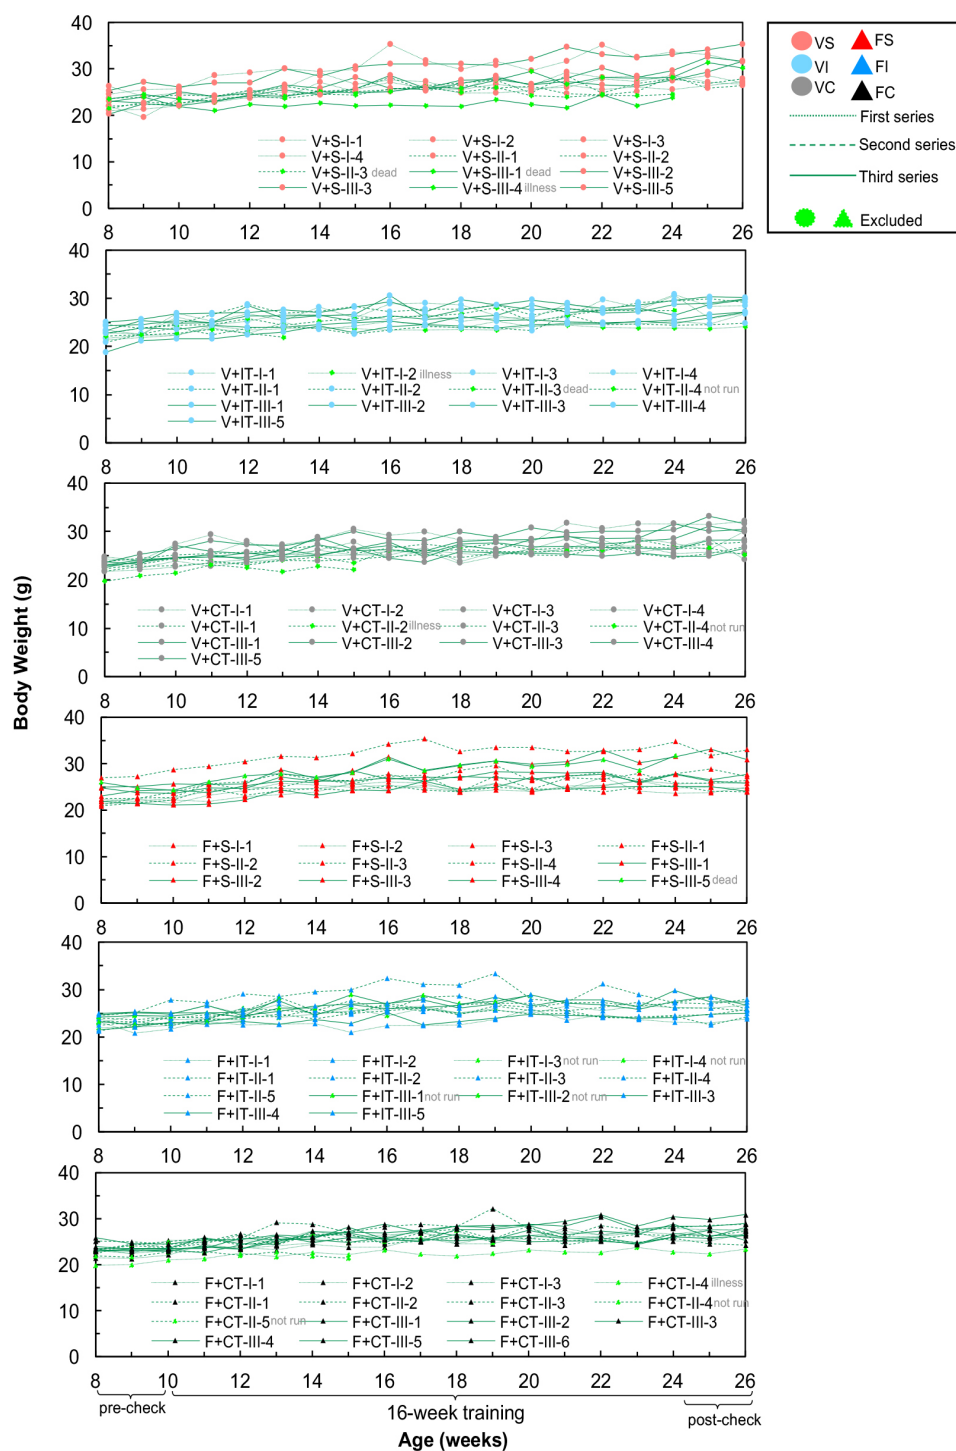

**Fig. S1. Body weight of prepared mice: raw data**

Three independent experimental series involving 79 mice were conducted (Table S1). No significant difference in body weights among any of the six experimental groups from the start to the end of 16 weeks of exercise treatment. Based on the exclusion criteria described in the Materials and Methods, 63 mice were selected for physiological analyses.

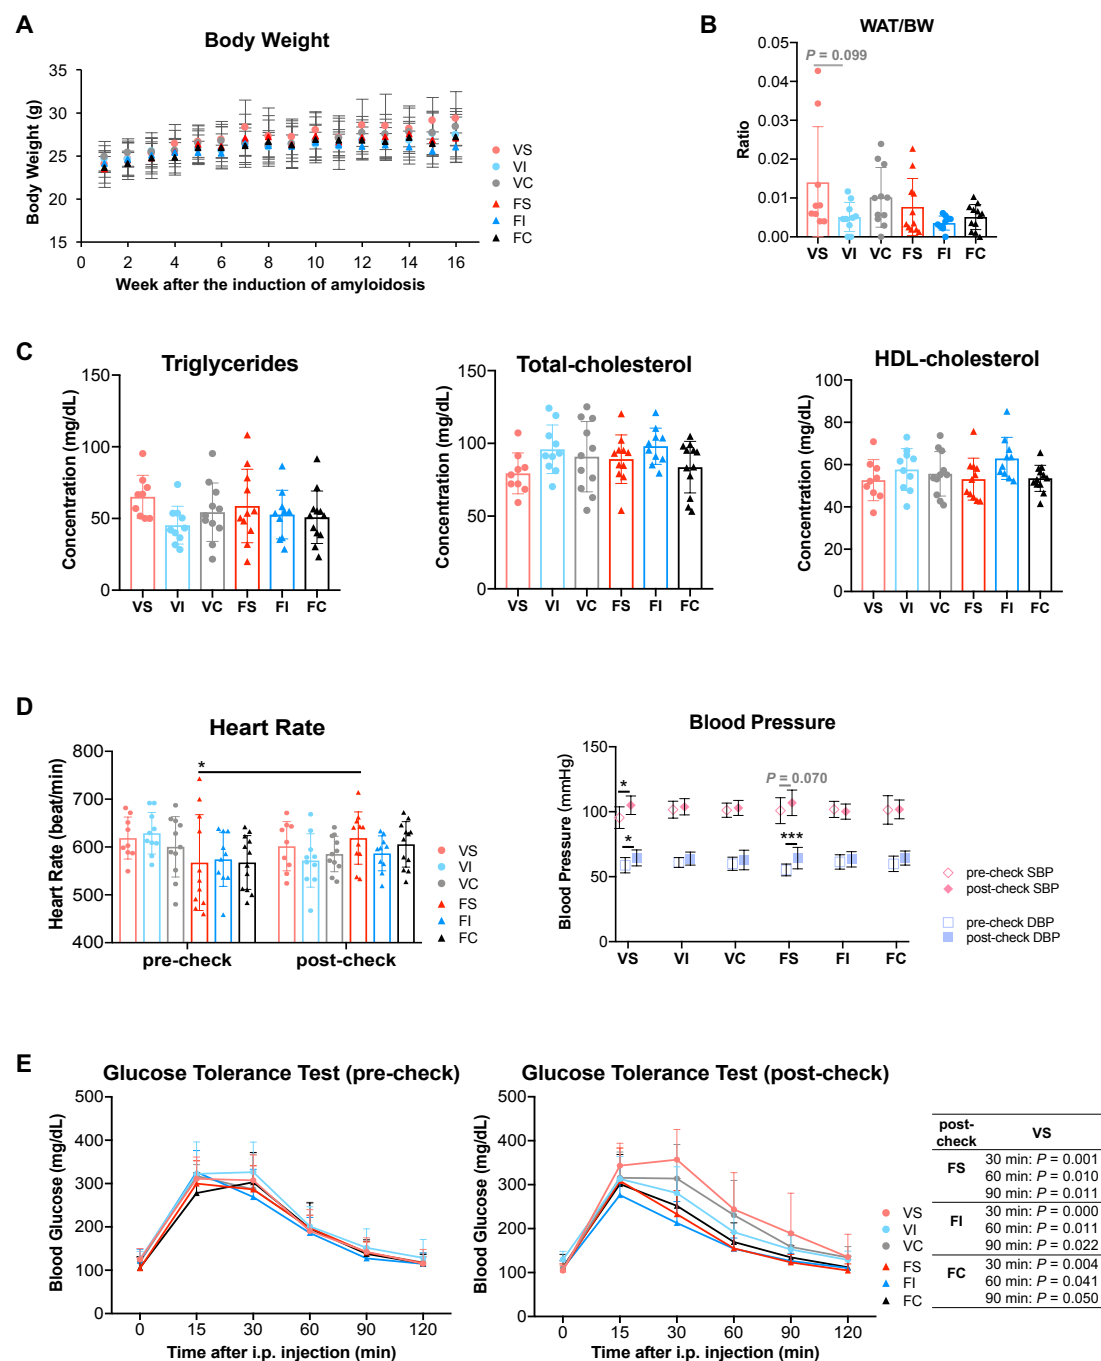

**Fig. S2. Physiological indices in pre-check and post-check**

(A) Body weights during the 16-week exercise and AApoAll amyloidosis induction. (B) Ratio of WAT weight to body weight after the 16-week interventions. (C) Serum lipid profile after the 16-week interventions. (D) Heart rates and blood pressures before and after interventions. (E) Intraperitoneal glucose tolerance test before and after interventions. Each dot represents an individual mouse (B-D). Data represent means  $\pm$  SD (VS,  $n = 9$ ; VI,  $n = 10$ ; VC,  $n = 11$ ; FS,  $n = 11$ ; FI,  $n = 10$ ; FC,  $n = 12$ ).  $^{\#}P < 0.05$ ;  $^{\#\#}P < 0.01$ ;  $^{\#\#\#}P < 0.001$  (one-way ANOVA with Tukey-Kramer method for comparison between groups).  $^*P < 0.05$  vs. respective pre-check (Repeated-measures ANOVA).

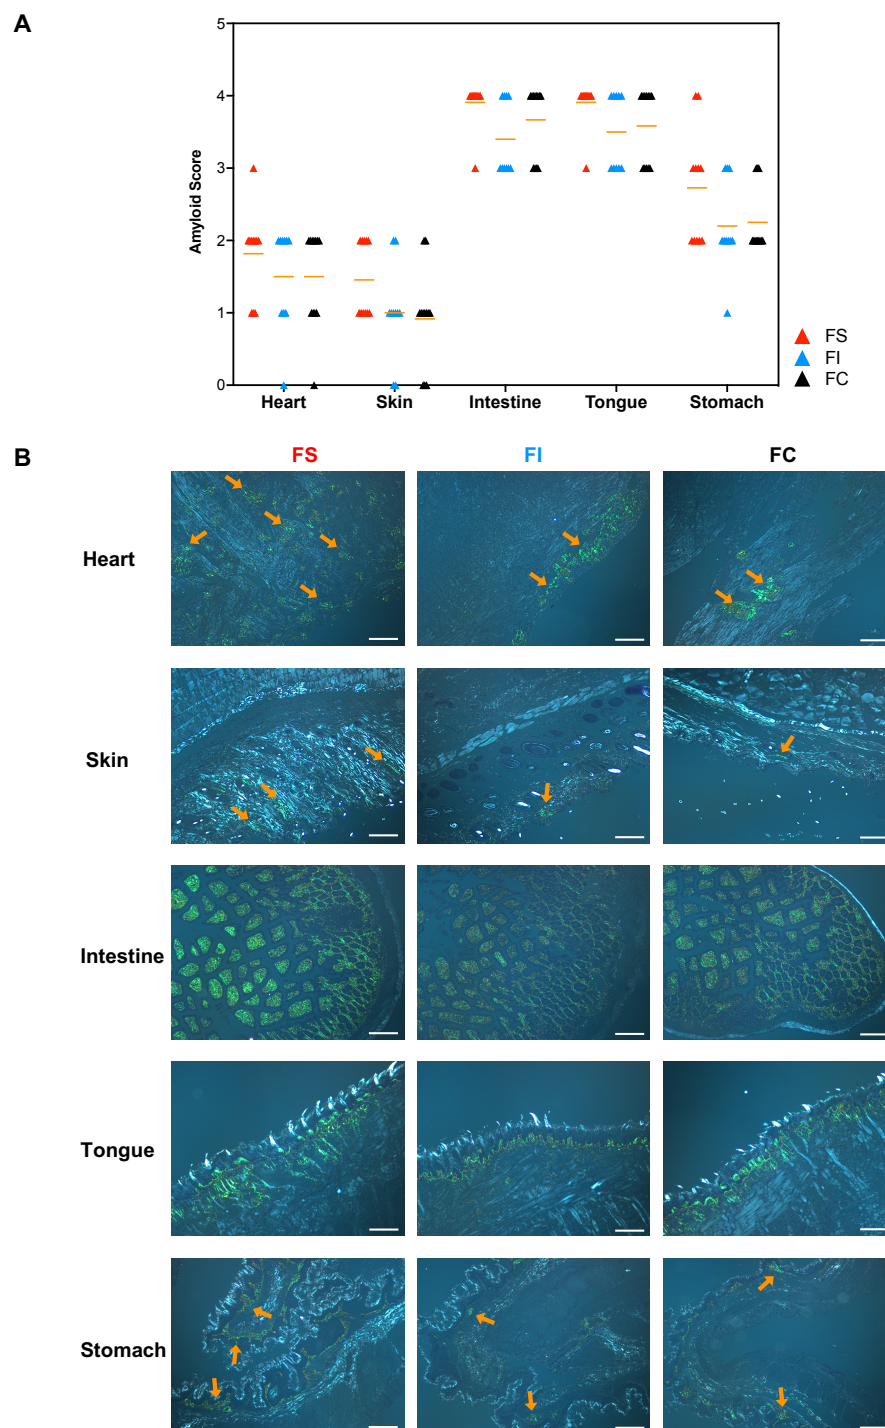

**Fig. S3. Amyloid scores in examined organs other than liver and spleen**  
**(A)** Amyloid scores for the heart, skin, intestine, tongue, stomach in the fibril groups. Each dot represents an individual mouse (FS,  $n = 11$ ; FI,  $n = 10$ ; FC,  $n = 12$ ).  
**(B)** Representative Congo Red and apple-green birefringent images of amyloid deposition (orange arrows) of the indicated organs from amyloidosis-induced mice. Scale bars indicate 100  $\mu\text{m}$ .

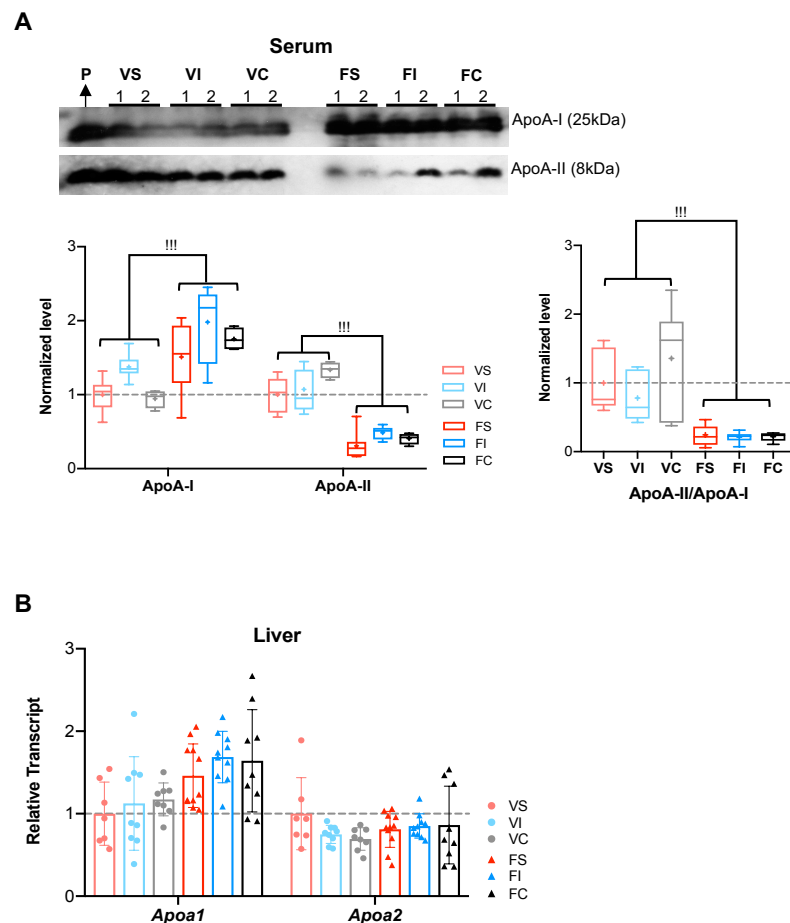

**Fig. S4. Exercise did not affect serum levels of precursor protein**

**(A)** Western blot and quantification of ApoA-I and ApoA-II in sera of mice after 16 weeks of interventions (VS,  $n = 9$ ; VI,  $n = 10$ ; VC,  $n = 6$ ; FS,  $n = 10$ ; FI,  $n = 10$ ; FC,  $n = 6$ ). P (positive control) indicates the pooled sera of 8-week-old mice ( $n = 4$ ) without AApoAII amyloidosis. **(B)** *Apoa1* and *Apoa2* mRNA expression levels in livers of mice after 16 weeks of interventions normalized to 18S (VS,  $n = 7$ ; VI,  $n = 9$ ; VC,  $n = 8$ ; FS,  $n = 11$ ; FI,  $n = 10$ ; FC,  $n = 9$ ). Each dot represents an individual mouse. Data represent means  $\pm$  SD.  $^{***}P < 0.001$  (two-way ANOVA for comparison of the magnitude of changes between different groups in mice with or without amyloidosis induction).

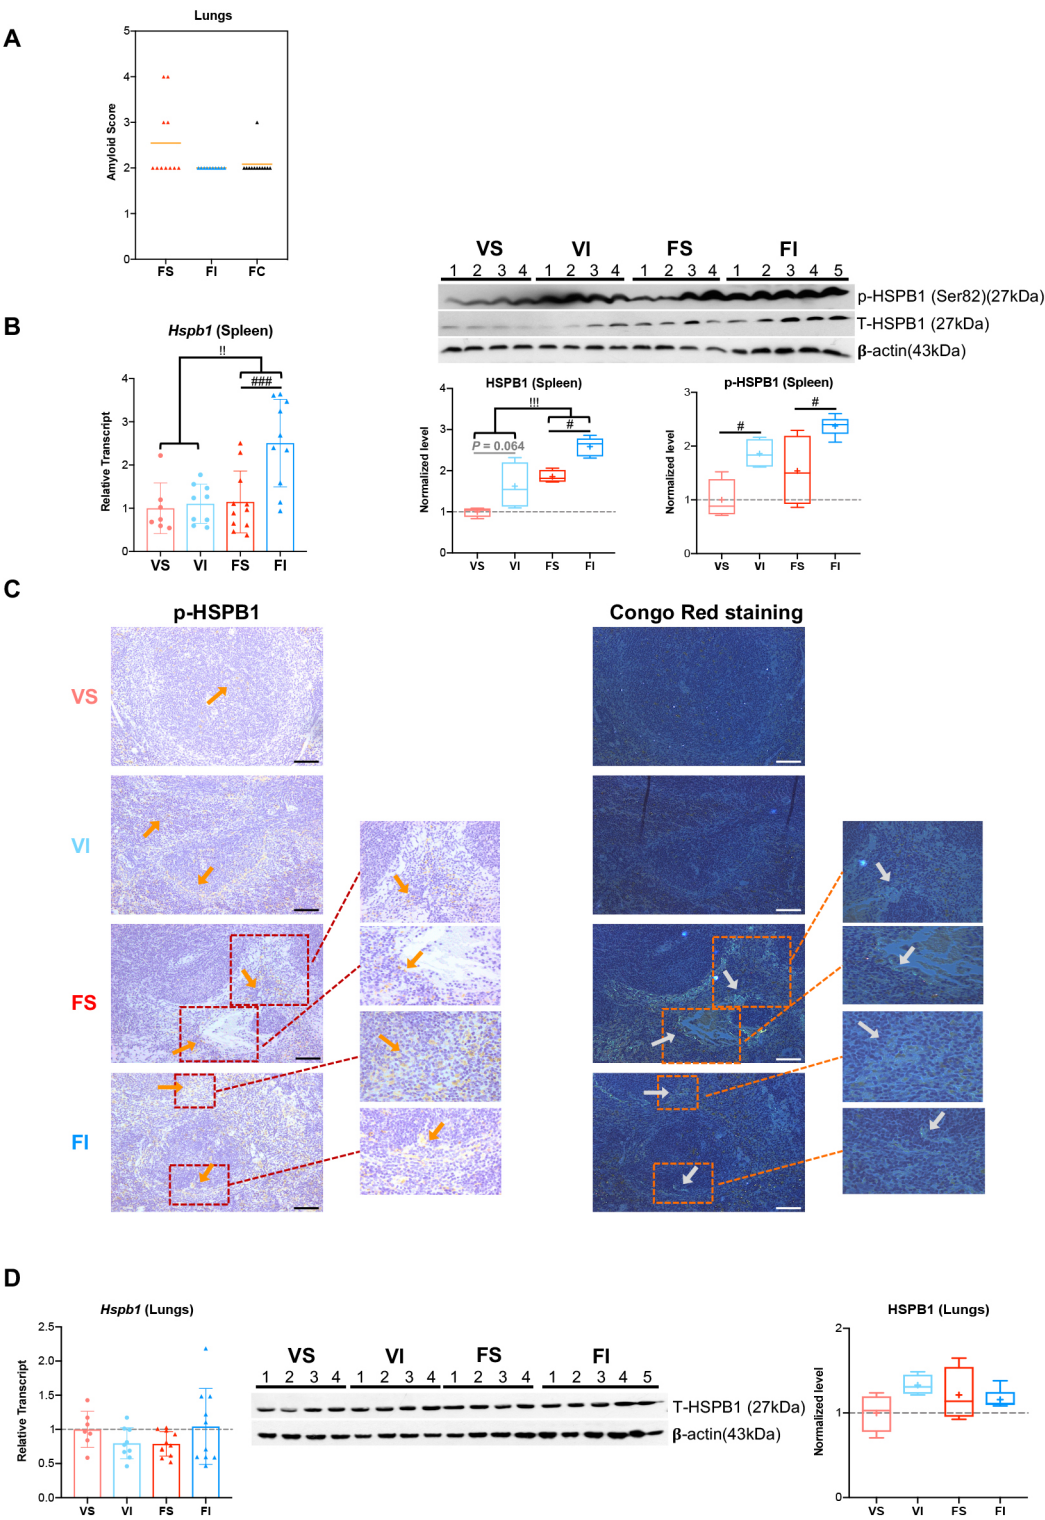

**Fig. S5. IT-dependent increased p-HSPB1 might play a protective role against amyloidosis in spleen**

**(A)** Amyloid scores (FS,  $n = 11$ ; FI,  $n = 10$ ; FC,  $n = 12$ ) of the lungs of amyloidosis-induced mice. **(B)** mRNA expression of *Hspb1* normalized to 18S in the spleen after 16 weeks of the indicated exercise and amyloidosis induction (VS,  $n = 7$ ; VI,  $n = 9$ ; FS,  $n = 11$ ; FI,  $n = 10$ ). Western blot and quantification of total-HSPB1 and p-HSPB1 in the spleens of mice after the 16-week interventions ( $n = 4$ ). **(C)** Representative images of IHC with anti-p-HSPB1 antibody and Congo Red staining of amyloid deposition in the spleen of mice after 16-week interventions. p-HSPB1 (orange arrows) was confirmed by IHC. Amyloid deposits (gray arrows) were identified by apple-green color birefringence in Congo Red-stained sections under polarizing light microscopy. Scale bars indicate 100  $\mu\text{m}$ . **(D)** *Hspb1* mRNA expression normalized to 18S in the lungs of mice after 16 weeks of indicated exercise and amyloidosis induction (VS,  $n = 7$ ; VI,  $n = 9$ ; FS,  $n = 11$ ; FI,  $n = 10$ ). Western blot and quantification of total-HSPB1 in the lungs of mice after 16-week interventions ( $n = 4$ ). Each dot represents an individual mouse (A, B, D). Data represent means  $\pm$  SD.  $^{\#}P < 0.05$ ;  $^{###}P < 0.001$  (one-way ANOVA with Tukey-Kramer method for comparison between groups).  $^{!!}P < 0.01$ ;  $^{!!!}P < 0.001$  (two-way ANOVA to compare the magnitude of changes between different groups of mice with or without amyloidosis induction).

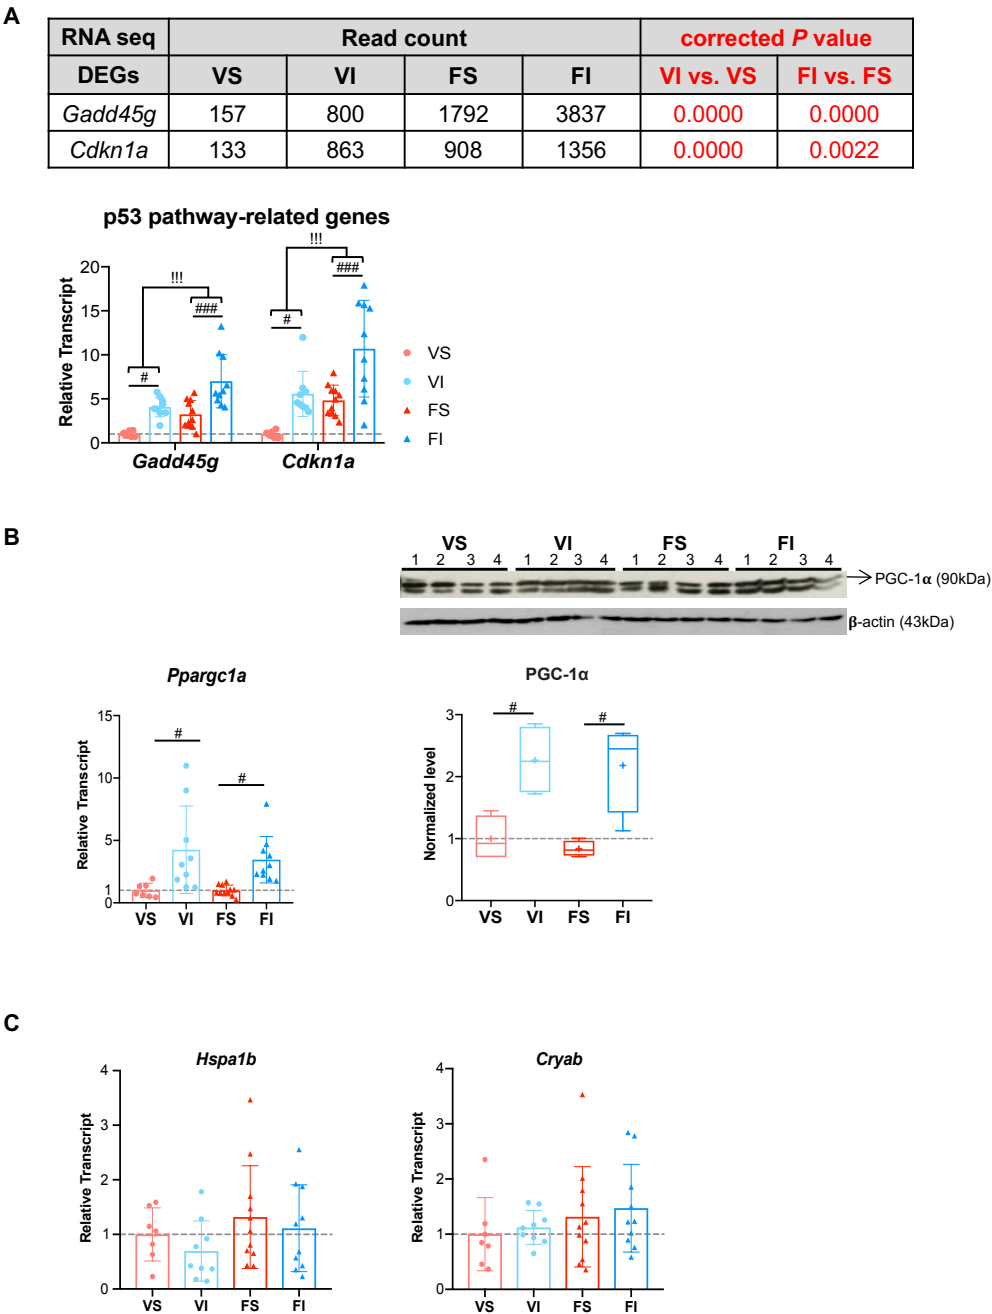

**Fig. S6. IT induced higher levels of p53 pathway-related genes**  
(A) RNA sequencing analysis of DEGs indicated *Gadd45g* and *Cdkn1a* in p53 signaling pathway. Real-time qPCR of mRNA levels of p53 signaling pathway-related *Gadd45g* and *Cdkn1a* genes normalized to 18S in the livers of mice after 16-week interventions. (B) Real-time qPCR and Western blot ( $n = 4$ ) analysis of PGC1- $\alpha$  in the livers of mice after 16-week interventions. (C) Real-time qPCR of HSF1-dependent *Hspa1b* and *Cryab* mRNAs normalized to 18S in the livers of mice after 16-week interventions. Each dot represents an individual mouse (A-C) (VS,  $n = 7$ ; VI,  $n = 9$ ; FS,  $n = 11$ ; FI,  $n = 10$ ). Data represent means  $\pm$  SD. # $P < 0.05$ ; ### $P < 0.001$  (one-way ANOVA with Tukey-Kramer method for comparison between groups). !!! $P < 0.001$  (two-way ANOVA to compare the magnitude of changes between different groups of mice with or without amyloidosis induction).

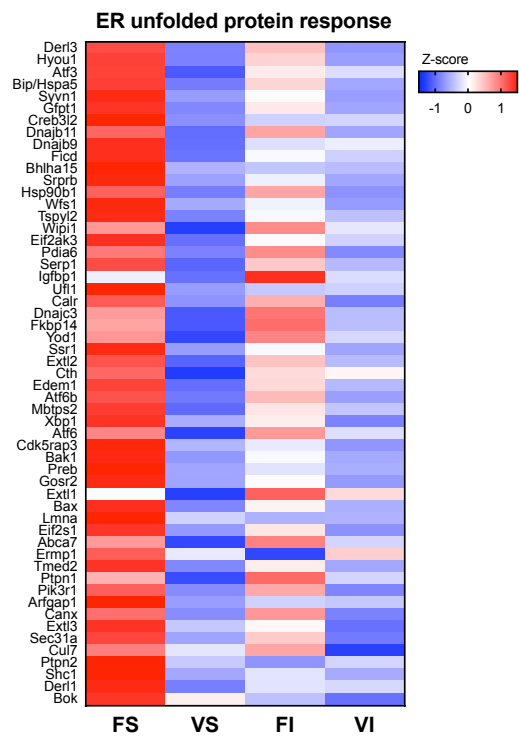

**Fig. S7. ER stress responses in the livers of amyloidosis-induced mice**  
Heat-map analysis of gene-set in ER stress identified by GSEA.

| RNA seq         | Read count |      |      |       | corrected <i>P</i> value |           |
|-----------------|------------|------|------|-------|--------------------------|-----------|
| DEGs            | VS         | VI   | FS   | FI    | VI vs. VS                | FI vs. FS |
| <i>Ppargc1a</i> | 259        | 485  | 518  | 619   | 0.0105                   | 0.1399    |
| <i>Pdk4</i>     | 613        | 1242 | 171  | 1077  | 0.0006                   | 0.0000    |
| <i>G6pc</i>     | 4875       | 9290 | 5349 | 16799 | 0.0014                   | 0.0000    |

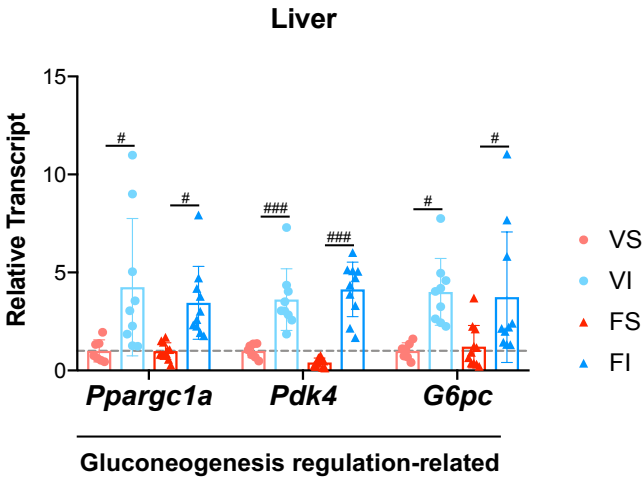

**Fig. S8. IT induced higher expression of genes related to gluconeogenesis in the liver**

Data of read counts and significance of DEGs involved in hepatic gluconeogenesis based on RNA-seq. 

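The table lists, for each gene, the number of sequencing reads that were counted on it in each pooled library, before any scaling for library size. For Ppargc1a these were 259 reads in VS, 485 in VI, 518 in FS and 619 in FI, for Pdk4 613, 1242, 171 and 1077, and for G6pc 4875, 9290, 5349 and 16799, in the same order. The counts in the deposited table match all 12 values. Each count comes from 1 library of 4 pooled livers, so the significance given beside it compares libraries.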

Real-time qPCR analysis of mRNA levels of gluconeogenesis-related genes (*Ppargc1a*, *Pdk4* and *G6pc*) normalized to 18S in the livers of mice after 16-week interventions. Each dot represents an individual mouse. Data represent mean  $\pm$  SD (VS,  $n = 7$ ; VI,  $n = 9$ ; FS,  $n = 11$ ; FI,  $n = 10$ ). # $P < 0.05$ ; ### $P < 0.001$  (one-way ANOVA with Tukey-Kramer method for comparison between groups).

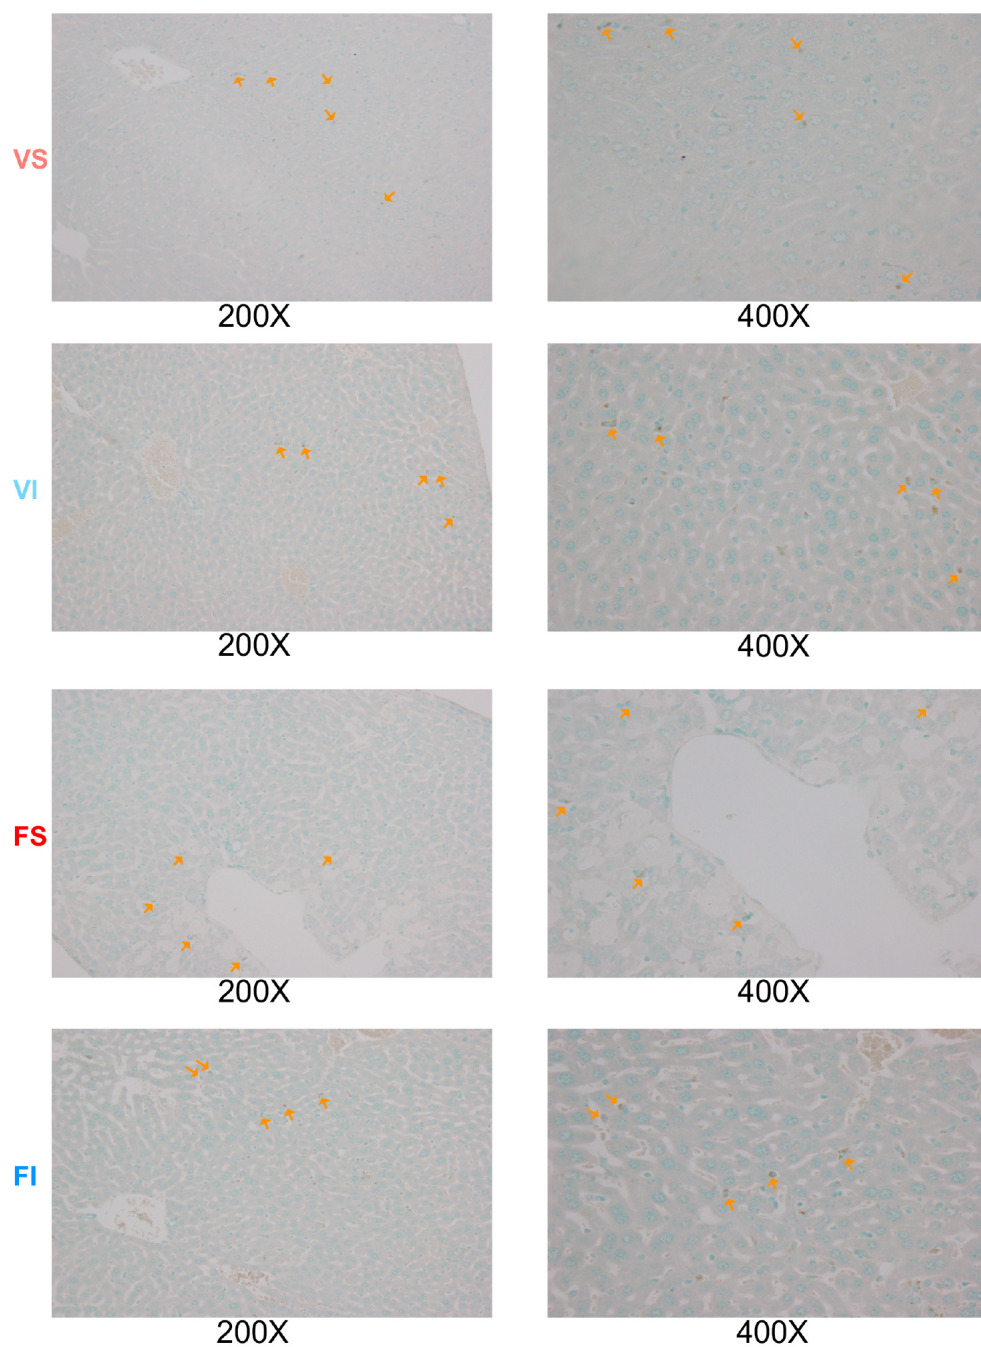

**Fig. S9. Similar numbers of apoptosis-positive cells in livers from mice in different experimental groups after 16 week interventions.**

Apoptosis-positive cells in livers were similar among groups after 16-week interventions. Representative images of TUNEL-positive cells (indicated by orange arrows) in the liver at 200x and 400x magnification.

**Table S1. Raw data for prepared and examined mice in three series.**

| Group                                          | Prepared mice |            | Tested mice | Excluded mice |         |         |         |        |         |
|------------------------------------------------|---------------|------------|-------------|---------------|---------|---------|---------|--------|---------|
|                                                | Number        | BW (g)     |             | Death         |         | Dropout |         | Other  |         |
|                                                |               | 8-week-old |             | Number        | Reason  | Number  | Reason  | Number | Reason  |
| First Series: Birthday: 9-11 May in 2017       |               |            |             |               |         |         |         |        |         |
| V+S                                            | 4             | 23.47±2.39 | 4           |               |         |         |         |        |         |
| V+IT                                           | 4             | 22.33±0.96 | 3           |               |         |         |         | 1      | illness |
| V+CT                                           | 4             | 23.53±1.34 | 4           |               |         |         |         |        |         |
| F+S                                            | 3             | 21.90±0.47 | 3           |               |         |         |         |        |         |
| F+IT                                           | 4             | 22.96±0.78 | 2           |               |         | 2       | Not run |        |         |
| F+CT                                           | 4             | 21.99±1.65 | 3           |               |         |         |         | 1      | illness |
| Second Series: Birthday: 25-29 October in 2017 |               |            |             |               |         |         |         |        |         |
| V+S                                            | 3             | 21.71±0.36 | 2           | 1             | Unknown |         |         |        |         |
| V+IT                                           | 4             | 22.57±1.53 | 2           | 1             | Unknown | 1       | Not run |        |         |
| V+CT                                           | 4             | 21.89±1.69 | 2           |               |         | 1       | Not run | 1      | illness |
| F+S                                            | 4             | 22.88±2.81 | 4           |               |         |         |         |        |         |
| F+IT                                           | 5             | 23.07±1.27 | 5           |               |         |         |         |        |         |
| F+CT                                           | 5             | 23.18±1.23 | 3           |               |         | 2       | Not run |        |         |
| Third Series: Birthday: 1-5 December in 2018   |               |            |             |               |         |         |         |        |         |
| V+S                                            | 5             | 22.99±1.81 | 3           | 1             | Unknown |         |         | 1      | illness |
| V+IT                                           | 5             | 22.85±2.41 | 5           |               |         |         |         |        |         |
| V+CT                                           | 5             | 23.15±0.48 | 5           |               |         |         |         |        |         |
| F+S                                            | 5             | 23.67±1.44 | 4           | 1             | Unknown |         |         |        |         |
| F+IT                                           | 5             | 23.71±1.41 | 3           |               |         | 2       | Not run |        |         |
| F+CT                                           | 6             | 23.76±1.09 | 6           |               |         |         |         |        |         |
| Total                                          | 79            |            | 63          |               |         | 16      |         |        |         |

1. Data for body weight (BW) represent the mean ± S.D. There were no significant differences in BWs among the six groups in each series (one-way ANOVA with Tukey-Kramer method for multiple comparisons).
2. The causes of unexpected death or illness were not determined.
3. "Not run" was assigned to mice in both IT and CT groups that exhibited running avoidance behaviors more than three consecutive times, i.e., each ran less than ten minutes.

**Table S2.**

[Click here to download Table S2](#)

**Table S3. Primers used for real-time qPCR.**

| Gene            | Forward                   | Reverse                   |
|-----------------|---------------------------|---------------------------|
| <i>18S</i>      | GTAACCCGTTGAACCCCATTC     | CCATCCAATCGGTAGTAGCG      |
| <i>IL6</i>      | ACAAAGCCAGAGTCCTTCAGAG    | GCTTATCTGTTAGGAGAGCATTGG  |
| <i>Ppargc1a</i> | AAGTGTGGAACTCTCTGGAAGT    | GGGTTATCTTGGTTGGCTTTATG   |
| <i>Glut4</i>    | GGTCTCGGTGCTCTTAGTAGAACG  | TGGCCACGATGGAGACATAGC     |
| <i>Pdk4</i>     | CACATGCTCTTCGAACTCTTCAAG  | TGATTGTAAGGTCTTCTTTCCCAAG |
| <i>Apoa1</i>    | GTGGCTCTGGTCTTCCTGAC      | ACGGTTGAACCCAGAGTGTC      |
| <i>Apoa2</i>    | GCCTGTTCACTCAATACTTTTCAAG | CAGACTAGTTCCTGCTGACC      |
| <i>Hspb1</i>    | TCACAGTGAAGACCAAGGAAGGC   | GTGAAGCACCGAGAGATGTAGCC   |
| <i>Hspa1b</i>   | CAGCGAGGCTGACAAGAAGAA     | GGAGATGACCTCCTGGCACT      |
| <i>Cryab</i>    | CTGCAGGCAGGACATAGGTG      | CCGCCAGTTCATGGAGACTT      |
| <i>Gadd45g</i>  | ACTCTGGAAGAAGTCCGTGG      | GGACTTTGGCGGACTCGTAG      |
| <i>Cdkn1a</i>   | GCTGTCTTGCACTCTGGTGTC     | CAATCTGCGCTTGGAGTGATAG    |
| <i>G6pc</i>     | ATGGTCACTTCTACTCTTGC      | CAAGATGACGTTCAAACAC       |

How the deposited data were processed for this re-analysis (not part of the article)

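Liver tissue of 16 female mice was sequenced as 4 pooled libraries, 1 for each of the groups VS, VI, FS and FI, with 4 mice in each pool. The authors homogenized the tissue in TRIzol, pooled it by group, had total RNA extracted and sequenced on an Illumina platform, and deposited 1 read count per gene and library without normalization. FPKM values were made by the authors from these counts: recomputed as count divided by gene length and by the total count of the library, all deposited FPKM values above 0 had a ratio of 1 to the recomputed value. The authors then tested the counts with edgeR, and the dispersion used for groups of 1 library is not given in the sources used here, nor are the aligner, the counting program and the genome build. Of 35275 listed genes, 70 symbols occurred more than once, and genes were therefore joined by Ensembl identifier; of the 47 genes named by the rule below, 29 have the same start and end as in GENCODE M21.

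Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Library sizes were scaled by TMM, and genes with at least 1 CPM in at least 1 library were kept for ratios, 12180 in all. Log2 ratios used a prior of 0.5 counts, with exact conditional binomial (Clopper-Pearson) intervals at 95%. The contrasts were 4, VI versus VS, FI versus FS, FS versus VS and FI versus VI; VI versus VS and FS versus VS share the VS library, as FI versus FS and FI versus VI share FI. With 1 library per group these contrasts have no test, and genes were counted by an absolute log2 ratio above 1. The departure of Hspb1 in FI from the sum of both single changes had been planned as a log2 ratio; since VI plus FS minus VS was −2.22 CPM, that ratio could not be formed, and the difference in CPM was used with an interval from 10000 Poisson redraws. An additive model of amyloidosis and exercise (3 coefficients, 1 residual degree of freedom) was fitted with edgeR's robust quasi-likelihood method to 11760 genes with at least 1 CPM in at least 2 libraries, with Benjamini-Hochberg adjustment. The same model was tested on simulated data with 200 changed genes: it recovered 189 of them (94.5%), 100% of the 4-fold and 89% of the 2-fold changes, called 199 genes, 10 of them falsely, and called none for the factor left unchanged. Those data had the same BCV of 0.115 for every gene, changes with exercise alone and no interaction with amyloidosis. In the real libraries the interaction is the residual, so these rates need not hold there. Libraries without change were simulated 20 times from the observed means and library sizes, with counting error alone and with a BCV of 0.115.

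A total of 22 gene lists was written down in advance from general knowledge: clock genes in the phase opposite to Arntl, fasting, lipogenic, cholesterol synthesis, glucocorticoid, HSF1 and p38 lists, UPR chaperones and the PERK branch, acute phase, Kupffer cell, lymphocyte, neutrophil, erythroid, stellate cell, pancreas, adipose, skeletal muscle, Y-linked and cell cycle genes; 2 further lists of the 22, with 1 gene named by the rule below, are not reported here. A list of plasma cell genes was added later. The median of each list was compared with 10000 random lists of the same size, drawn from 20 bins of mean expression, and its counting interval came from 1000 Poisson redraws. Reactome sets shipped with fgsea, 812 of them with between 10 and 300 expressed genes, were added after the lists had been examined and only ranked. The rule for named genes took the liver transcripts the paper names, whose counts in the paper's tables had been seen for Gadd45g, Cdkn1a, Ppargc1a, Pdk4 and G6pc, and the 5 genes with the largest shared rise, shared fall or opposite change, by the smaller of both absolute log2 ratios, with at least 5 CPM in 1 library. One predicted or ribosomal gene was passed over for the next named gene. Genes drawn in Fig. 7B and Fig. S7 served for tallies of direction only.

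Alternatives were DESeq2 size factors, total counts, FPKM with a pseudocount of 1 or 0.1, no filter on low counts, a filter at 5 CPM, a fold threshold of 1.5, edgeR's exact test at assumed BCVs of 0.1, 0.2 and 0.4 or at the common BCV of 0.159, DESeq2 and limma-voom in the additive design, each factor alone, a fit without robust estimation, and the mean of a list in place of its median. The exact test at an assumed BCV compares the libraries, not the conditions. The gene lists of Table S2 and the gene sets of KEGG, gene ontology and MSigDB were not used here. The continuous training groups were not sequenced.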

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

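The first test of a general HSF1 response and those of return toward the mean, of immune cell infiltration and of glucocorticoid release were set in advance; the second test of a general HSF1 response and those of muscle tissue, lower HSF1 activity, counting error, exchanged labels, plasma cells, the reduced glucocorticoid list and the share of a few genes in all counts were chosen only after the result was seen. Each result given here either moved in opposite directions with IT in vehicle and fibril livers, which was not tested as a difference because no group has replicates, or rose with amyloidosis in a list of genes that the paper does not discuss.

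Hspb1 fell with IT in vehicle livers and rose with IT in fibril livers, a difference between both log2 ratios of 3.23. Counting error is argued against by the lower bound of that difference, 2.87. An exchange of the VS and VI labels, or of the FS and FI labels, would turn most genes beyond 2-fold in both IT contrasts to opposite directions, whereas 118 of 141 moved in the same direction; this assumes that IT does not truly move most genes in opposite directions. Muscle tissue in the FI pool is argued against by a muscle gene sum of only 0.827 CPM in FI, against a rise of Hspb1 from 4.81 to 22.2 CPM. For a general HSF1 heat shock response to IT, the first test asked for a rise of the other HSF1 targets in both IT contrasts and decides nothing, because their median log2 ratio of −0.55 in VI versus VS went with the fall of Hspb1 itself. In the second test, in FI versus FS alone, their median was 0.13, inside the range of random lists (−0.12 to 0.17), with 9 genes higher and 7 lower. None of these 16 genes rose beyond 2-fold, against 4.59-fold for Hspb1. For these genes, that argues against a general HSF1 response as the source of the whole rise. A smaller share of HSF1 in the rise stays open. For the part of the pattern that rests on a high level in VS, lower HSF1 activity in VI and FS than in VS stays open: the HSF1 list without Hspb1 had medians of −0.55 and −0.50, both against the same VS library, so 1 library might account for both. Muscle tissue in the VS pool cannot be told apart from a fall of Hspb1 in liver cells, because it would have to bring 0.101 CPM of Hspb1 for each CPM of the muscle genes (a fall of 7.03 CPM against 69.6 CPM) and no muscle profile measured in the same way was at hand. A response of Hspb1 to IT that differs with amyloidosis is the biological explanation the design gives, and it was not tested. Differences between pools of 4 mice stay open as well. The paper ran its mice in independent series at different times and does not give the series of the pooled mice. By its count of tested mice, no series alone held 4 for every group.

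Among genes with at least 5 CPM in 1 library, the other genes with the largest opposite changes, by the smaller of both absolute log2 ratios and without a 2-fold limit, were Ly6d, Cks1b, Sdf2l1, Scd1 and Eif2b3, higher in VI than in VS and lower in FI than in FS, and Krt23, Inhbb and Slc5a3, the reverse, with the muscle gene Tnni2 left out here because its ratio in FI versus FS rests on 1 and 3 counts. The log2 ratio in FI versus FS minus that in VI versus VS was −2.70 for Ly6d (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620; −1.62 (−2.16 to −1.13) against 1.08 (0.30 to 1.93)), −2.02 for Cks1b (ENSMUSG00000028044, chromosome 3, 89415472 to 89418383; −1.26 (−1.74 to −0.82) against 0.76 (0.24 to 1.30)) and −1.75 for Scd1 (ENSMUSG00000037071, chromosome 19, 44394451 to 44407709; −1.08 (−1.11 to −1.06) against 0.66 (0.64 to 0.69)). It was −1.49 for the UPR chaperone gene Sdf2l1 (ENSMUSG00000022769, chromosome 16, 17130138 to 17132383; −0.73 (−0.84 to −0.63) against 0.76 (0.47 to 1.05)) and −1.32 for Eif2b3 (ENSMUSG00000028683, chromosome 4, 117019402 to 117087306; −0.65 (−0.95 to −0.37) against 0.67 (0.34 to 1.00)). In the other direction it was 2.94 for Krt23 (ENSMUSG00000006777, chromosome 11, 99477974 to 99493137; 1.58 (1.29 to 1.89) against −1.36 (−1.53 to −1.19)), 1.57 for Inhbb (ENSMUSG00000037035, chromosome 1, 119415465 to 119422248; 0.81 (0.54 to 1.08) against −0.76 (−1.25 to −0.29)) and 1.51 for Slc5a3 (ENSMUSG00000089774, chromosome 16, 92058322 to 92087473; 0.68 (0.36 to 1.00) against −0.84 (−1.19 to −0.50)). Exchanged labels are argued against as for Hspb1. These genes were picked for being opposite, so their own values test no explanation, and an effect of IT that differs with amyloidosis was not tested against differences between pools.

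The list of 25 UPR chaperones had a median log2 ratio of −0.403 with IT in fibril livers, against 0.153 in vehicle livers, and the difference was not tested. Return toward the mean of single genes that happened to be high in FS, each independently of the others, is argued against. Random lists matched on expression and on their ratio of FS to VS had a median of −0.09 in FI versus FS (−0.29 to 0.16). The UPR list lay at percentile 0.02 of them. The matched genes were drawn singly, so the test cannot exclude an FS pool in which the list happened to be high as a whole. The matching was incomplete, since the matched genes had a median of 0.84 in FS versus VS and the list 1.03. For the rise in FS, plasma cells in that pool may have added to it: 7 detected plasma cell genes, chosen after Derl3 and Bhlha15 had been seen in FS, had a median of 0.751 in FS versus VS, above a limit of 0.5 set before the median was computed. In a second test, chosen after that value was seen, these 7 genes and Tnfrsf17, with no count in VS and 5 in FS, summed to 49.7 CPM in FS and 31.4 CPM in VS, against a gain of 853 CPM for Hspa5, so plasma cells as the whole source are argued against, on the assumption that such cells hold at least as much immunoglobulin as Hspa5 transcript. The highest ratio among the 7 genes, 1.07 for Igj, also stayed below the 1.91 of Hspa5. A weaker UPR in exercised livers, through less amyloid or otherwise, is the biological explanation the design gives, and it was not tested against differences between pools.

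Of the lists that the paper does not discuss, 3 lay above the range of random lists in both FS versus VS and FI versus VI. Which lists count as not discussed was decided by hand after their values had been seen. The acute phase list had a median log2 ratio of 1.22 in FS versus VS and 0.66 in FI versus VI, with all 23 genes higher in both, the Kupffer cell list 0.724 and 0.366, and the glucocorticoid list 0.881 and 0.73. In the IT contrasts VI versus VS and FI versus FS, the medians were 0.54 and 0.15 for acute phase and 0.23 and −0.12 for Kupffer cell genes. A few genes that take most of the counts in the vehicle libraries are argued against by the median of all genes in FS versus VS with total counts as the only scaling, 0.0444, where the acute phase list had 1.25. Reads shared between the copies of Saa, Orm and Serpina3 genes make single members uncertain, but all listed members of these families rose. Infiltration or activation of macrophages stays open, since the Kupffer cell list passed the upper limit of random lists in both contrasts with 0.366 as the smaller median; all 15 of its genes are expressed in the vehicle livers, so more cells and more transcript per cell cannot be separated. The lymphocyte list, with 8 of 16 genes expressed, did not move with it (−0.08 in FS versus VS and 0.21 in FI versus VI), and the 3 expressed neutrophil genes rose in FS versus VS only (1.04 and 0.21). For the glucocorticoid list, members that the acute phase response also induces (Mt1, Mt2, Cebpd and Gadd45b) are argued against as the whole source: without them, the medians were 0.79 and 0.703. Amyloid deposition with an acute phase response is the biological explanation the design gives, and it was not tested against differences between pools.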

How the results depend on the processing

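The exact tests of a pair alone, the counts without skeletal muscle genes, and DESeq2 and limma-voom in the additive design for single genes were chosen only after the result was seen, as were the plasma cell list, the reduced glucocorticoid list and the Reactome sets; all other alternatives, and the contrasts, the 22 lists and the rules for naming genes, were chosen before the data were examined. No paired analysis was possible because each group is 1 pool of 4 mice and nothing in the labels links a mouse of one group to a mouse of another. Leaving out 1 library was not possible either, since the additive model would keep no residual degree of freedom. The planned log2 form of the departure of Hspb1 in FI could not be computed, because VI plus FS minus VS was below 0.

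Hspb1 kept the direction and the size of its 4 ratios, within their counting intervals, under DESeq2 size factors, total counts and FPKM with a pseudocount of 1 or 0.1. Counts of genes beyond 2-fold stayed within 1.5 times of the values reported under DESeq2 size factors and total counts, and without skeletal muscle genes there were 398 genes beyond 2-fold in VI versus VS, 506 genes beyond 2-fold in FI versus FS, 682 genes beyond 2-fold in FS versus VS, 533 genes beyond 2-fold in FI versus VI, and 110 genes beyond 2-fold in the same direction in both IT contrasts. The numbers that follow are given in that same order. A minimum of 5 CPM gave 144, 203, 353, 229 and 65 genes, and FPKM with a pseudocount of 1 gave 119, 126, 250, 153 and 34; fewer genes pass the first by its construction, and the second shrinks ratios of genes with low values. FPKM with a pseudocount of 0.1 gave 266, 326 and 357 genes in VI versus VS, FI versus FS and FI versus VI. Without a filter the numbers were 4035, 4044, 4429, 4197 and 880, since genes with a few counts then enter. A fold threshold of 1.5 gave 1421, 1648, 2133, 1703 and 427, by its construction.

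The exact test of edgeR with a fold above 2 depended on the BCV put into it, as a larger assumed spread leaves fewer calls by construction. At 0.1 it called 224 genes in VI versus VS, 350 in FI versus FS, 365 in FI versus VI and 69 shared by both IT contrasts. At 0.2 the calls were 62, 65, 187, 71 and 19 in the same order as above, at 0.4 they were 4, 1, 30, 4 and 0, and at the common BCV of 0.159 they were 106, 145, 350, 175 and 35. In 18 exact tests of the IT pairs alone, chosen after the data had been seen, with TMM and genes with a count in either library, VI versus VS, FI versus FS and their shared direction gave 234, 350 and 66 genes at a BCV of 0.1, 129, 157 and 38 at 0.15, 66, 62 and 19 at 0.2, 40, 22 and 5 at 0.25, 17, 6 and 4 at 0.3, and 4, 1 and 0 at 0.4. At 0.1 with TMM, genes with a count in any library gave 229, 343 and 65, a count in both libraries of the pair 219, 355 and 68, above 1 CPM in any library 224, 354 and 69, in either library of the pair 223, 354 and 69, in both 158, 260 and 55, and in all 4 libraries 146, 234 and 55. With total counts the same 6 filters gave 236, 378 and 66; 223, 377 and 67; 233, 370 and 69; 232, 371 and 68; 163, 271 and 53; and 148, 248 and 53. Hspb1 was called in both IT contrasts, in opposite directions, in the tests at 0.1 and not in those of the pairs alone at 0.15 or above; in the tests planned for all 4 libraries it was called in FI versus FS alone at 0.2 and at the common BCV, and in neither contrast at 0.4.

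In the additive model, DESeq2, limma-voom, DESeq2 size factors in edgeR and a fit without robust estimation called 180, 242, 241 and 204 genes for IT, of which 144, 174, 172 and 174 were among the 174 genes called by edgeR's quasi-likelihood test. For amyloidosis they called 469, 706, 747 and 619 genes, with 420, 584, 580 and 583 among the 585. Without a filter on low counts, 740 genes were called for IT and 1519 for amyloidosis among 19939 tested; the cause was not tested. With each factor alone, 2 libraries against 2, edgeR's quasi-likelihood test called 0 genes for IT and 8 for amyloidosis, with 650 and 1617 genes at an unadjusted p below 0.05, because the other factor then counts as spread between libraries. The direction of Hspa5 with IT, −0.01, turned to 0.0295 under limma-voom; the cause was not tested, and both lie near 0. Under limma-voom, the changes of Cdkn1a with IT and amyloidosis and of Pdk4 and G6pc with IT passed an adjusted p of 0.05, and under DESeq2 that of Hspa5 with amyloidosis no longer did.

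Among gene lists, the mean in place of the median gave 1.37 for UPR chaperones and 0.83 for the PERK list in FS versus VS, and −0.90 and −0.64 for the opposite-phase list in VI versus VS and FI versus FS. It gave 0.31 and 0.80 for the fasting list and −0.40 and −0.18 for the lipogenic list in the same contrasts, and 1.76 and 1.29 for the acute phase list in FS versus VS and FI versus VI; members far from the rest pull a mean by its construction. Total counts gave, in FI versus FS, −0.47 for UPR chaperones, −0.25 for the opposite-phase list, 0.54 for fasting, −1.22 for cholesterol synthesis, 0.10 for HSF1 and 0.0334 for p38 genes, and 0.15 for fasting in VI versus VS, 1.25 for acute phase in FS versus VS and 0.64 in FI versus VI. The median of all genes moved most under total counts in FI versus FS, by −0.07. DESeq2 size factors gave 0.62 for the glucocorticoid list in FI versus FS and 1.21 for acute phase in FS versus VS. With list genes below 5 CPM left out, the opposite-phase list was at −0.0725 and the p38 list at 0.38 in FI versus FS, the lymphocyte list at 0.22 in FS versus VS and the erythroid list at 0.17 in FI versus VI, from fewer genes by construction. Of the list medians recomputed in all these settings, only those of the lymphocyte and erythroid lists changed direction, from −0.08 and −0.08, under the 5 CPM minimum; cholesterol synthesis in FS versus VS, recomputed with the mean alone, went from −0.02 to 0.03. Total counts and FPKM with a pseudocount of 1 both turned 4 small ratios in FI versus FS below 0, as both lack the TMM factors: the Apoa2 log2 ratio in FI versus FS became −0.0249, the Herpud1 log2 ratio in FI versus FS −0.0135, the Hpx log2 ratio in FI versus FS −0.0110 and the Serpina3n log2 ratio in FI versus FS −0.0368. Of the ratios of single genes, 127 moved beyond their counting interval under total counts, 16 under DESeq2 size factors and 249 under FPKM with a pseudocount of 1; of the ratios whose interval excluded 0, none but the 4 named changed direction in these settings. Of the neutrophil list 3 of 12 genes and of the cell cycle list 4 of 16 reached 1 CPM in any library.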

Differences from the paper's values

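The exact tests of the IT pairs alone were chosen only after the result was seen; the other alternatives named here were set before the data were examined. The paper gives 247 genes for VI versus VS, and 419 were counted here by size alone. The number came within 1.5 times of the paper's with FPKM and a pseudocount of 0.1 (266) and with edgeR's exact test at an assumed BCV of 0.1 (224), and did not with DESeq2 size factors (419), total counts (429), FPKM and a pseudocount of 1 (119), no filter (4035), a minimum of 5 CPM (144), a fold threshold of 1.5 (1421), or exact tests at a BCV of 0.2 (62), 0.4 (4) or the common value (106). For FI versus FS, the paper gives 370, and 519 were counted here by size alone, within 1.5 times of it; the exact test at 0.1 gave 350. For genes changed by IT in both contrasts, the paper gives 76 and names no condition on direction, and here 118 shared a direction, out of 141 in either direction. A minimum of 5 CPM (65) and the exact test at 0.1 (69) came within 1.5 times of it, and DESeq2 size factors (119), total counts (119), FPKM with a pseudocount of 1 (34), no filter (880), a fold threshold of 1.5 (427) and exact tests at 0.2 (19), 0.4 (0) and the common BCV (35) did not; FPKM with a pseudocount of 0.1 gave 83. Counted in either direction, a minimum of 5 CPM gave 69, the exact test at 0.1 gave 71 and FPKM with a pseudocount of 0.1 gave 93, DESeq2 size factors 142, total counts 141, FPKM with a pseudocount of 1 35, no filter 1563, a fold threshold of 1.5 535, and exact tests at 0.2, 0.4 and the common BCV 19, 0 and 36. One of 18 exact tests of the pairs alone, at a BCV of 0.1 with total counts and genes above 1 CPM in any library, gave the paper's 370 for FI versus FS, with 233 for VI versus VS and 71 shared in either direction, 69 of them in the same one; it was chosen after seeing the values, some of the 18 having been run to see which comes near the paper's numbers. It called Hspb1 in both contrasts, and how many of the paper's other genes it drops was not counted, as the paper's gene lists were not used here. With that set of tests the numbers ranged from 4 to 236 for VI versus VS, from 1 to 378 for FI versus FS and from 0 to 69 for the shared direction.

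By qPCR on single mice, the paper gives a rise of Hspb1 of about 2-fold in VI and in FS compared with VS. In the pooled libraries, Hspb1 was at 0.488-fold in VI and 0.351-fold in FS compared with VS. All alternatives tried left both below 1: 0.488 and 0.348 with DESeq2 size factors, 0.482 and 0.357 with total counts, 0.514 and 0.397 with FPKM and a pseudocount of 1, and 0.484 and 0.361 with a pseudocount of 0.1. The assays and the mice differ, since qPCR was done on more mice than were pooled. In FI versus FS, where the paper gives more than 4.5-fold from the libraries, the main setting gave 4.59-fold, DESeq2 size factors 4.62, total counts 4.37, and FPKM with a pseudocount of 1 or 0.1 3.85 and 4.32.

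Other values differ from statements of the paper; for the single genes, the paper measured individual mice by qPCR, whereas the values here compare 1 pool of 4 livers per group and their intervals cover counting error only. The paper describes the genes shared by both IT contrasts as having common profiles; 118 of 141 genes beyond 2-fold in both did, and the other 23, Hspb1 among them, moved in opposite directions, while 2 of 71 did with the exact test at an assumed BCV of 0.1 and 4 of 69 with a minimum of 5 CPM; whether Hspb1 is one of the paper's 76 was not checked. Hspa1b and Cryab are unchanged in the paper's qPCR (Fig. S6C); here Hspa1b was lower in each contrast, with log2 ratios of −1.46 in VI versus VS, −1.16 in FI versus FS, −1.51 in FS versus VS and −1.21 in FI versus VI, and Cryab had −0.80, −0.28, −1.02 and −0.50, with intervals that include 0 in both comparisons that involve FI. For PGC-1α, the paper finds no rise with amyloid deposition (Fig. S6B), whereas Ppargc1a was higher in FS than in VS by 0.68, with an interval of 0.46 to 0.90. The paper finds APOA-II mRNA unaffected by exercise (Fig. S4), and here Apoa2 was lower in VI than in VS by −0.37 and near 0 in FI versus FS (0.05), with a change with IT in the additive model of −0.16 (SE 0.17, adjusted p = 0.73; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).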

Other observations

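The tests of circadian phase, feeding state, glucocorticoid release and carried-over tissue were set in advance; both tests on the Reactome muscle set and the counts of genes without muscle were chosen only after the result was seen. The 118 genes that moved in the same direction with IT in both pairs of livers may in part reflect the state of the mice at collection, which was within 24 h of the end of training; times of day are not given in the sources used here. For circadian phase, the list of the phase opposite to Arntl fell below the range of random lists in both IT contrasts, with its median of −0.178 in FI versus FS just past its limit of −0.177 and inside it with genes below 5 CPM left out (−0.07). For feeding state, the median of the fasting list rose in both contrasts (0.173 in VI versus VS as the smaller). The median of the lipogenic list fell in both. The counts of Ppargc1a, Pdk4 and G6pc had been seen in the paper. For glucocorticoid release from handling or running, the glucocorticoid list rose in both, with 0.473 in VI versus VS and 0.61 in FI versus FS. This list shares Per1 with the clock genes and Tat with the fasting genes, so the 3 tests are not independent, and all rest on the same 4 libraries. None of them shows that training itself had no effect, and how far each accounts for the shared genes was not tested.

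Skeletal muscle genes were highest in VS: all 12 detected genes of the list had their highest CPM there, and their sum was 7.70-fold higher in VS than in VI. The test set in advance asked for a median of more than 10 CPM in 1 library and more than 4-fold over the others; the muscle list reached 5.80 CPM in VS, so by that limit carried-over tissue was argued against, although the difference in level was present and 22 of the 704 genes in FS versus VS were muscle genes. Pancreas genes had a median of 0 CPM in all libraries, and adipose genes stayed between 1.48 and 1.87 CPM. Outside the list, 10 of 18 striated muscle genes of the Reactome set were highest in VS, a narrow majority. A second test, chosen after that count was seen, gave a median log2 ratio of −2.57 in FS versus VS for the 15 expressed genes, the lowest of 812 sets, and −1.42 in VI versus VS. Muscle tissue carried into the VS pool is consistent with both; no biological explanation was tested.

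Medians of further lists are given in the order VI versus VS, FI versus FS, FS versus VS and FI versus VI. The PERK list had 0.27, 0.17, 0.27 and 0.26; the HSF1 list −0.59, 0.17, −0.51 and 0.04; the p38 list with amyloidosis 0.08 and 0.01. Lymphocyte genes with IT had −0.81 and −0.33, neutrophil genes 0.02 and −0.50, and erythroid genes (4 expressed) −0.44, 0.11, −0.65 and −0.08. Stellate cell and matrix genes had −0.27, −0.18, −0.13 and −0.08, adipose genes 0.09, 0.50, −0.10 and 0.21, and cell cycle genes, 4 of 16 expressed, 0.41, −1.12, 0.99 and −0.43. With amyloidosis, in FS versus VS and FI versus VI, the opposite-phase clock list had −0.18 and 0.09, the fasting list −0.50 and 0.07, the lipogenic list −0.04 and 0.12, and cholesterol synthesis −0.02 and −0.27. Muscle genes had a median of −2.86 in VI versus VS; ratios to FS and FI rest on counts at or near 0 and are not given.

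The transcripts of the amyloid precursor and of its partner in HDL were abundant, with 200300, 160390, 160918 and 136134 counts for Apoa2 (ENSMUSG00000005681, chromosome 1, 171225054 to 171226379) in VS, VI, FS and FI. Apoa2 was lower in FS than in VS by −0.64 (−0.65 to −0.63) and lower in FI than in VI by −0.23 (−0.24 to −0.22). Apoa1 (ENSMUSG00000032083, chromosome 9, 46228580 to 46230466) had log2 ratios of −0.11, 0.10, 0.04 and 0.24 in the order used above. Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238), whose reads can be split with the near-identical Hspa1a, had 1169, 437, 512 and 187 counts, and its change in the additive model was −1.32 (SE 0.14, adjusted p = 0.0046) with IT and −1.38 (SE 0.14, adjusted p = 0.0031) with amyloidosis, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in both libraries of each pair. Cryab (ENSMUSG00000032060, chromosome 9, 50752758 to 50756633) had 85, 50, 52 and 35 counts. The muscle gene Tnni2 (ENSMUSG00000031097, chromosome 7, 142441808 to 142444410), which the rule names among genes with opposite changes, had 143, 22, 1 and 3 counts, and its ratio in FI versus FS, 1.42 (−1.77 to 7.59), had an interval that includes 0.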
